# Banana sRNAome and degradome identify microRNAs functioning in differential responses to temperature stress

**DOI:** 10.1186/s12864-018-5395-1

**Published:** 2019-01-10

**Authors:** Hong Zhu, Yu Zhang, Ruifang Tang, Hongxia Qu, Xuewu Duan, Yueming Jiang

**Keywords:** Banana, sRNAome, Degradome, miRNA, Temperature stress

## Abstract

**Background:**

Temperature stress is a major environmental factor affecting not only plant growth and development, but also fruit postharvest life and quality. MicroRNAs (miRNAs) are a class of non-coding small RNAs that play important roles in various biological processes. Harvested banana fruit can exhibit distinct symptoms in response to different temperature stresses, but the underlying miRNA-mediated regulatory mechanisms remained unknown.

**Results:**

Here, we profiled temperature-responsive miRNAs in banana, using deep sequencing and computational and molecular analyses. In total 113 known miRNAs and 26 novel banana-specific miRNAs were identified. Of these miRNAs, 42 miRNAs were expressed differentially under cold and heat stresses. Degradome sequencing identified 60 target genes regulated by known miRNAs and half of these targets were regulated by 15 temperature-responsive miRNAs. The correlative expression patterns between several miRNAs and their target genes were further validated via qRT-PCR. Our data showed that miR535 and miR156 families may derive from a common ancestor during evolution and jointly play a role in fine-tuning *SPL* gene expression in banana. We also identified the miRNA-triggered phased secondary siRNAs in banana and found miR393-*TIR1*/*AFB* phasiRNA production displaying cold stress-specific enrichment.

**Conclusions:**

Our results provide a foundation for understanding the miRNA-dependent temperature stress response in banana. The characterized correlations between miRNAs and their response to temperature stress could serve as markers in the breeding programs or tools for improving temperature tolerance of banana.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5395-1) contains supplementary material, which is available to authorized users.

## Background

Banana is a major tropical crop plant worldwide. By far the most important cultivars belong to the triploid AAA group of *Musa acuminata*, commonly referred to as Cavendish group bananas. They accounted for the majority of banana exports, and year-round supply makes them critical for global food security. Bananas are usually refrigerated between 13 °C and 15 °C during storage and transport. At lower temperatures < 12 °C, the peel of bananas gradually turns brown and the ripening permanently stalls. On the other hand, bananas fail to develop an even yellow peel and stay green when ripening at temperatures > 25 °C. There have been reports on the gene regulation of temperature stress response in banana, and some cold resistance-related genes, including a few transcription factors have been characterized [1, 2]. Comparatively, genes associated with fruit heat resistance have rarely been reported. Accumulation of soluble sugars in the peel induced by a high temperature has been proposed as a major factor suppressing chlorophyll degradation, causing the stay-green ripening phenomenon [3]. Overall, the essential factors for the distinct symptoms of banana fruit under temperature stress still remain elusive, and the exploration of underlying mechanism may have practical value for improving banana fruit resistance to temperature stress.

Small regulatory RNAs are major components of eukaryotic transcriptomes. Plants produce many distinct types of DCL/AGO-associated regulatory small RNAs, among which miRNAs and phased siRNAs (phasiRNAs) are the two major types [4, 5]. For more than two decades, miRNAs have been widely studied as important regulatory molecules involved in almost all aspects of the plant life cycle. In plants, the target site usually shows near perfect complementarity to the miRNA sequence, so most target mRNAs are cleaved by RISC, although exceptions have been described where the translation of the mRNA is suppressed without a cleavage [6]. As a subset of plant secondary siRNAs, phasiRNAs can be produced from both protein-coding and non-coding genes. They derive from double-stranded precursors whose synthesis typically depends on an initial miRNA or siRNA interaction and subsequent RDR activity [7, 8]. When there is a single, initiating cleavage event, the dsRNAs all begin at the same nucleotide, so the siRNAs are successively processed from that terminus in a sequential pattern, termed ‘phasing’. Some of the phasiRNAs are capable of acting in *trans* or *cis* [9, 10], so it is intriguing to identify biologically meaningful phasiRNAs from their generating loci (*PHAS* loci) via computational survey and experimental validation. So far, four *TAS* gene families (*TAS1*–*4*) with three specialized initial miRNAs (miR173, miR390 and miR828) have been identified and well characterized in *Arabidopsis* [7, 11, 12]. Recent studies have demonstrated the identification of phasiRNAs in other plants [10, 13, 14].

While initial studies have largely demonstrated the role of miRNAs in morphogenesis and developmental processes in plants, increasing number of studies show that plant miRNAs also target genes involved in stress responses [15]. The first study revealed the up-regulation of miR393, miR397b and miR402 in response to cold, whereas miR319c appeared to be induced by cold but not by dehydration, salinity, or ABA [16]. Recent reports have also demonstrated the role of miRNAs in cold stress response in various plants [17–19]. Also, there are reports on heat-responsive miRNAs in plants [20–22]. Despite these efforts, miRNA investigation in banana has a relatively short history. Although a number of miRNAs have been reported in banana [23–26], so far no banana miRNA sequences have been deposited in the miRNA database - miRBase. Moreover, the role of miRNAs in the temperature stress response of banana fruit remains largely unknown. In this study, we profiled the miRNAs of banana fruit and characterized their expression pattern under cold and heat stress. We comprehensively identified the temperature-responsive miRNAs and their targets, and characterized the miRNA-triggered phasiRNA production in banana. These data provide novel insights into the miRNA-mediated temperature response of banana fruit.

## Results

### Changes in sRNA population of banana under temperature stress

Harvested banana fruit were kept at 23 °C (control), 6 °C (cold-stressed) and 35 °C (heat-stressed), respectively for 8 days. Fruit were photographed every other day to monitor the injury symptoms under different temperature stresses (Fig. 1a). Chilling injury of brown spots could be observed as soon as the 2^nd^ day of 6 °C-stored fruit and symptoms intensified as the time progressed. Comparatively, the control and 35 °C-stored fruit showed no change on the appearance (Fig. 1a). The peel firmness of the heat-stressed fruit decreased much faster than the control, and more strikingly a sharp drop of pulp firmness was detected in the heat-stressed fruit after the 6^th^ day. However, cold stress increased the peel firmness especially on the 2^nd^ day while it caused a fluctuation in the pulp firmness (Fig. 1b). 

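For the small RNA libraries, peel was sampled on day 5 of storage from fruit kept at 23 °C (control), 6 °C (cold) and 35 °C (heat), and the sample titles label a replicate 1 and a replicate 2 at each temperature. For each library the authors deposited a table with the number of reads of every miRNA and its normalized abundance as RPM, which by the Methods scales its reads to the genome-matched reads of the library. All 6 tables list the same entries, 113 of known miRNAs and 56 of banana-specific miRNAs, whose names begin with PC. Entries with an identical mature sequence and identical values in every table were counted once, which left 149 miRNAs, 93 of them known. These miRNAs had 35939 and 35497 reads in the control tables, 26033 and 25692 in the cold tables, and 18738 and 18396 in the heat tables. By the median ratio of RPM to count, a single read stood for 0.707 RPM in the control, 0.889 RPM in cold and 1.1 RPM in heat, so that the smallest abundance taken as detectable, 3 reads, was 2.12, 2.67 and 3.3 RPM. The reads outside these miRNAs were not analysed here. In the control, replicates 1 and 2 had the same count for 59 of the 136 miRNAs with reads, and replicate 1 had the higher count for the remaining 77. The counts were identical for 59 of 135 miRNAs in cold and for 48 of 136 in heat, and replicate 1 was higher for 76 and 88 miRNAs. Replicate 2 had the higher count for 0 miRNAs at every temperature, whereas its RPM was higher for 14 miRNAs in the control, 13 in cold and 14 in heat. In the replicate 1 tables the RPM of 45 of 129 miRNAs in the control, 45 of 131 in cold and 56 of 134 in heat, the most abundant ones left aside, corresponded to 0.5 reads fewer than the count. The chi-square of the difference between the control replicates was 18.8 over 136 miRNAs, whereas 10000 simulated pairs of independent samplings had a median of 135 and a minimum of 83.8. The chi-square was 14.4 over 135 miRNAs in cold, with a simulated median of 134, and 74.2 over 136 miRNAs in heat, with a simulated median of 135. At each temperature 0 simulated pairs had a chi-square as low (one-sided p = 0.0001, the smallest that 10000 simulations can give). The replicate tables thus differed by less than the sampling noise, and their spread is no measure of the variation between fruit. The abundance of a miRNA is therefore given as the mean of its 2 tables, counted as 1 sample per temperature with no replicate check. Intervals at 95% cover counting error only, since the reads carry no molecular identifiers. In heat, mac-miR535f had 64 reads in replicate 1 and 4 in replicate 2, and without it the chi-square was 21.3 over 135 miRNAs.

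**Figure D1:**
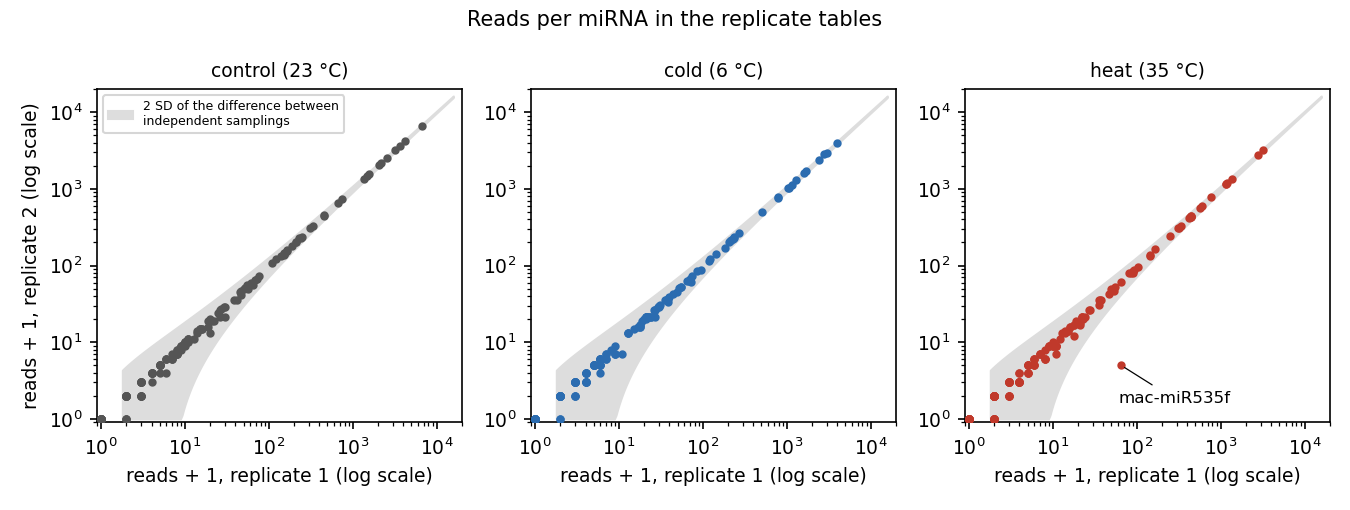
Reads per miRNA in replicate 1 (x axis) and replicate 2 (y axis) at each temperature, plus 1, on log scales, with 1 point per miRNA. The grey band spans 2 standard deviations of the difference between independent samplings of equal depth. The points lie along the diagonal well inside the band, apart from mac-miR535f in heat with 64 and 4 reads.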

Six sRNA libraries of banana peel samples collected from control, cold-stressed and heat-stressed fruit were made for deep sequencing, which yielded 37.3 million high quality reads. Among 3.7 million unique reads, ranging from 18- to 25-nt, ~ 70% were perfectly matched to at least one locus in the banana genome. These reads were used for further analysis (Additional file 1: Table S1). The 20~24-nt sRNAs constituted over 75% of the identified banana sRNAs, and the 21-nt sRNAs was the most abundant class in all samples. The total 21-nt sRNAs were less abundant in the temperature-stressed fruit than in the control, especially for the heat-stressed fruit. In addition, the total 24-nt sRNAs were less abundant in the cold-stressed fruit (Fig. 2a). On the contrary, the unique 21-nt sRNAs were more abundant in the cold-stressed fruit than in the control, and the expression of the unique 24-nt sRNAs was higher than the 21-nt class, but only for the control fruit (Fig. 2a). In the temperature-stressed fruit, both total and unique 18~20-nt sRNAs became more abundant. The increased percentage of these shorter sRNAs may result from the increased RNA degradation products caused by temperature stress. These dynamic changes in the sRNA population clearly showed that cold and heat stresses have differential effects on the sRNA biosynthesis.

**Fig. 1:**
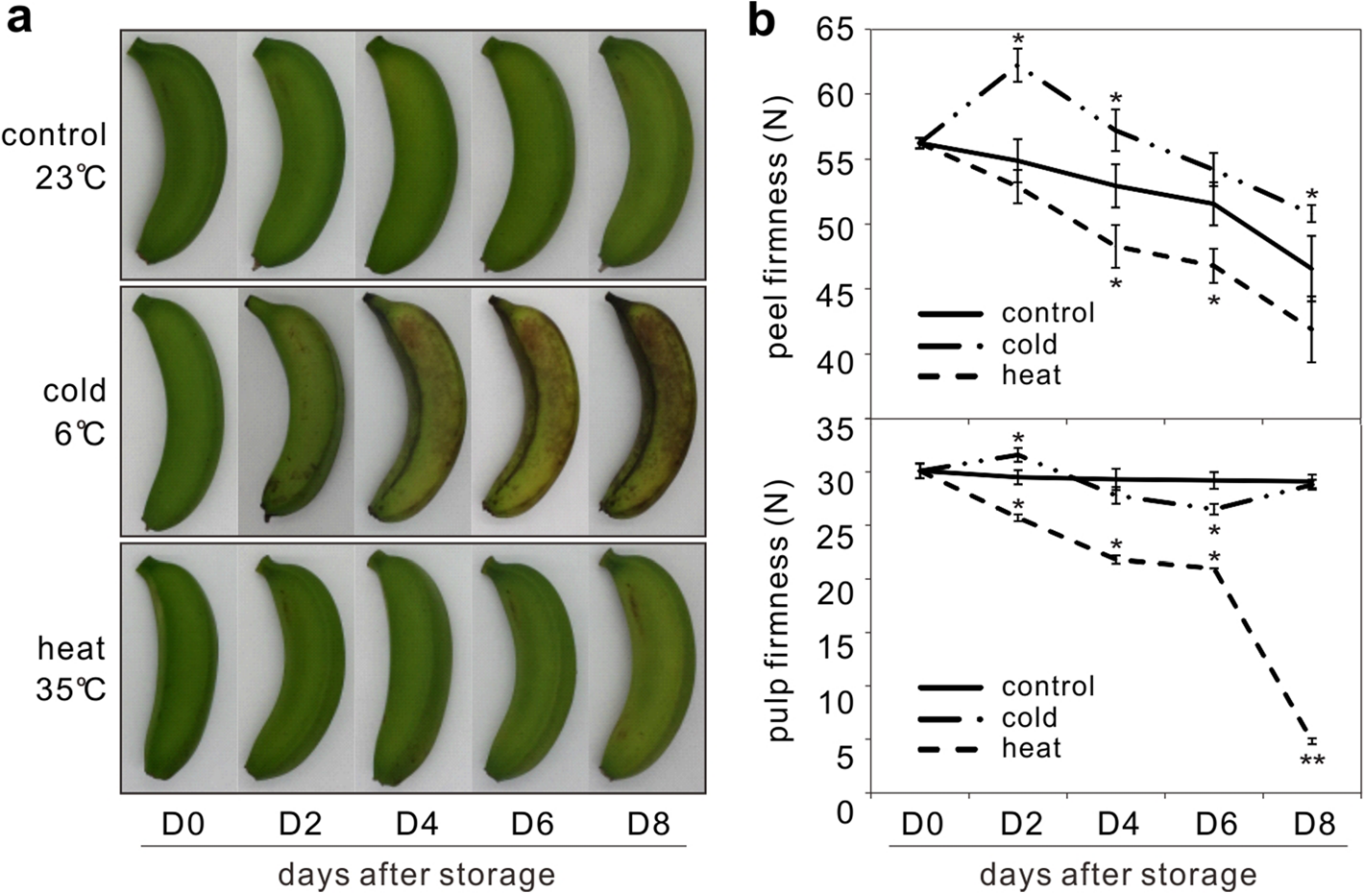
Physiological changes in banana fruit under different temperature stresses. **a** Harvested banana fruit were stored at 23 °C (control), 6 °C (cold) and 35 °C (heat), respectively. Photos were taken every other day from D0 (before storage) to D8 (8 days after storage when symptoms were clearly observed for temperature-stressed fruit). The experiment was conducted twice independently with similar results, and typical photos of the fruit were presented. **b** Changes in fruit firmness under cold and heat treatments. Firmness was measured on unpeeled and peeled fruit fingers for peel and pulp firmness, respectively. Data were presented as the means ± standard errors (*n* = 9) as denoted by the error bars. Asterisks indicated significant differences in expression between control and temperature-stressed samples (*p < 0.05; **p < 0.01)

**Fig. 2:**
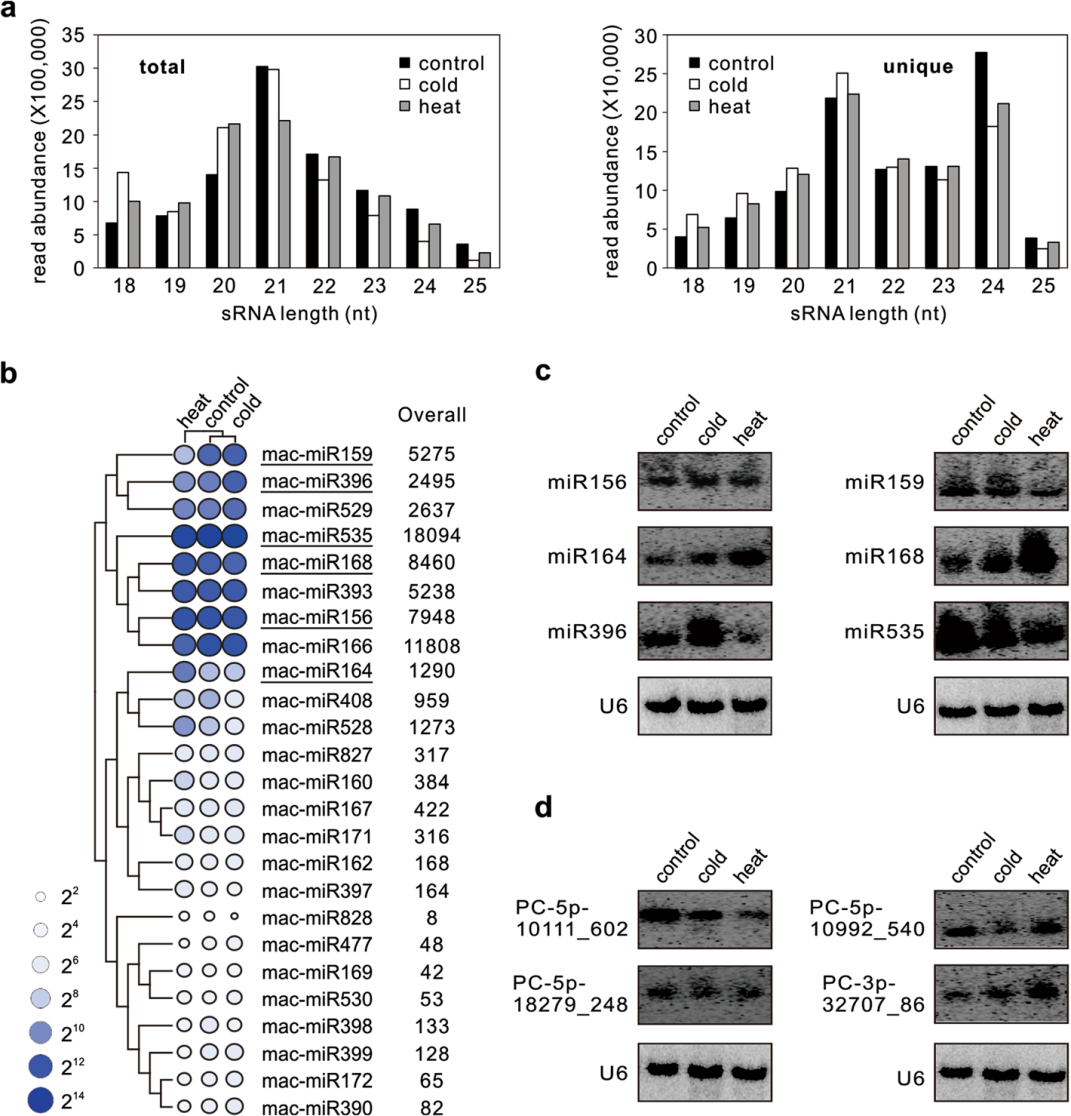
sRNA and miRNA expression profiling in banana. **a** Length distribution of total (left panel) and unique (right panel) sRNA sequences in banana stored at control temperature and subjected to cold and heat treatments. **b** Heat map and overall read abundance of the known miRNAs in the control, cold- and heat-stressed samples. Read abundance was normalized and expressed as reads per million (RPM) of genome-matched reads in each sample, as denoted by color and illustrated at the top-leaf corner of the panel. Known miRNAs selected for validation were underlined. **c**, **d** RNA gel blot analysis of selected known (**c**) and banana-specific (**d**) miRNAs in different samples. Total RNA was isolated from control, cold-stressed and heat-stressed banana peel and probed with end labeled antisense oligonucleotides. U6 served as a loading control. Blotting results from probing and reprobing the same filter were grouped together

### MiRNA profiling in banana

Sequencing reads (21~22-nt) that perfectly mapped to the genome (22 million) were subjected to further analyses for miRNA identification. We identified 113 miRNAs belonging to 25 miRNA families either widely conserved or previously reported. 

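Of the 93 known miRNAs counted once, 70 had a mature sequence of 21 nt and 23 of 22 nt, and they belonged to 24 families. Reads of 86 of them were found at all 3 temperatures, whereas 31 had fewer than 10 reads per library on average. Their abundance summed over the 3 temperatures ranged from 1.2 RPM to 11260 RPM, with a median of 50.7 RPM. Some mature sequences are listed under several names with different values. This was the case for mac-miR156c/d, mac-miR156e and mac-miR156f, for mac-miR169a and mac-miR169b, for mac-miR390c and mac-miR390d, and for mac-miR535c and mac-miR535d. Whether reads were divided among these names or listed under several of them was not tested. The counts of mac-miR156c/d, mac-miR156e and mac-miR156f were close, with means of 241.5, 235.5 and 228.5 reads in the control. Those of mac-miR535c and mac-miR535d were not, with 2194 and 1348 reads. The family totals sum all of these names, so they may count some reads repeatedly.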

All these miRNAs were collectively referred to as known miRNAs in this study. Expression levels of these known miRNAs, as reflected by normalized reads (RPM), showed a great variation among families in all samples (Additional file 1: Table S2). Most notably, the highest read abundance (~ 18,000 RPM) was detected for miR535 family; the level exceeded most conserved miRNAs. 

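The miR535 family reached 18000 RPM summed over the 3 temperatures (95% counting interval 17754 to 18246 RPM). Its abundance was 7383 RPM in the control, 5494 RPM in cold and 5123 RPM in heat, or 30.1%, 24.6% and 26.2% of the RPM of all known miRNAs. Within the family, mac-miR535a/b made up 62.6% of the abundance. The family total was 1.53 times (interval 1.5 to 1.57) that of the next family, miR166. The family total sums mac-miR535c with 3976 RPM and mac-miR535d with 2300 RPM, which have the same mature sequence. If these entries repeat reads, the total and the ratio are too high. No total with a single entry per sequence was run. When every entry was summed as listed, including entries that repeat the values of another, the miR535 family had 2.2 times the abundance of the next family, which was then miR156.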

Other high abundance (~ 8000 RPM in total) was detected for miR156, miR166 and miR168 families, which were about 1.5~12 times more than other relatively abundant miRNA families, including miR159, miR393, miR529, miR396, miR164, miR528 and miR408, whose total abundance ranged from 1000 to 5000 RPM (Fig. 2b; Additional file 1: Table S2). 

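Summed over the 3 temperatures with entries counted once, the miR166 family had 11750 RPM (95% counting interval 11554 to 11946), the miR168 family 8435 RPM (8262 to 8607) and the miR156 family 7899 RPM (7733 to 8065). The miR159 family followed with 5261 RPM and the miR393 family with 5218 RPM, whose intervals of 5132 to 5390 and 5084 to 5353 overlap. The miR529 family had 2604 RPM, the miR396 family 2452 RPM, the miR164 family 1271 RPM and the miR528 family 1270.5 RPM. The last value includes a cold abundance of mac-miR528 of 107 RPM, although its reads at the scale of the cold tables would give 188.5 RPM in replicate 1 and 185.8 RPM in replicate 2. The order of families changed with temperature, as the miR166 family fell from 5116 RPM in the control to 2296 RPM in heat while the miR168 family went from 2678 to 3551 RPM.

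**Figure D2:**
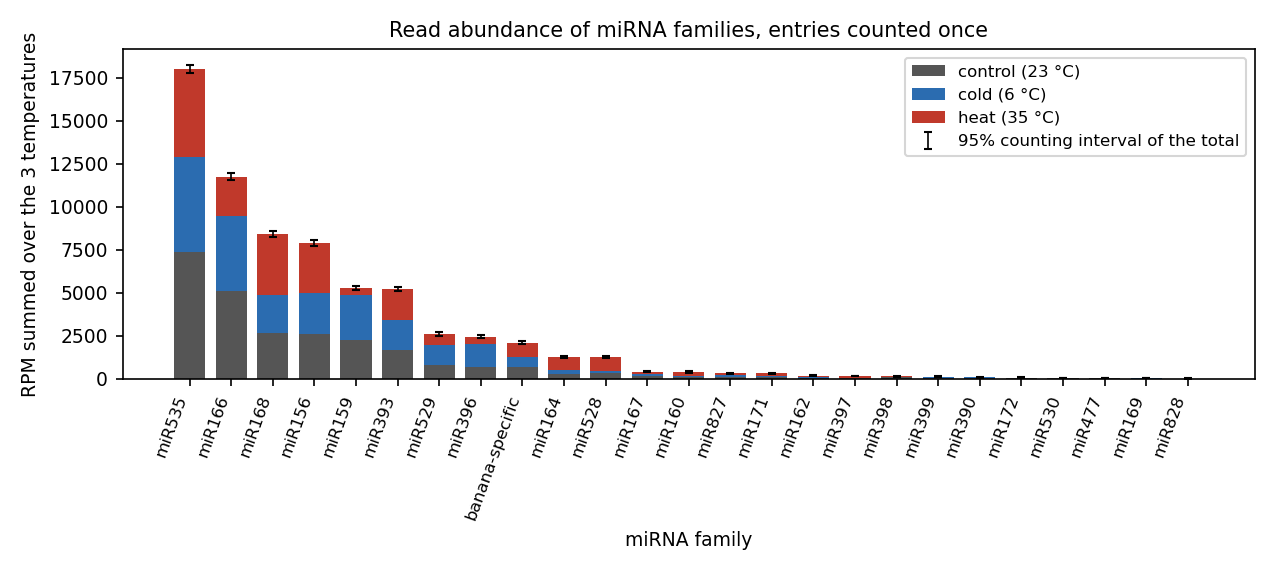
Abundance of each miRNA family in RPM (y axis), summed over the control, cold and heat samples and stacked by temperature, with all banana-specific miRNAs together as a single bar. Error bars are 95% counting intervals of the totals. The miR535 family, at 18000 RPM, stands above the miR166 family, at 11750 RPM.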

While lower expression (between 200 and 500 RPM) was observed for the miR167, miR160, miR171 and miR827 families, their expression level was about twice higher than any of the remaining ten known miRNA families (Fig. 2b; Additional file 1: Table S2). 

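The miR167 family had 409.7 RPM over the 3 temperatures (95% counting interval 372 to 447), in which mac-miR167d/e, mac-miR167f and mac-miR167g enter with the same values in every table, and 355.4 RPM with these values counted once. The miR160 family had 383 RPM (345 to 420.1), the miR827 family 309 RPM (277 to 342) and the miR171 family 307 RPM (274 to 341). The remaining 10 families in the tables ranged from 167 RPM for miR162 (143 to 191) to 7.72 RPM for miR828 (2.57 to 12.9). Between them lay miR397 with 157 RPM, miR398 with 131 RPM and miR399 with 124 RPM, and the others were below 100 RPM. At these depths miR828 was supported by means of 5, 1 and 3 reads in the control, cold and heat.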

Many known miRNA families comprised multiple species of different mature sequences and distinct length predominance, and showed differential expression among the samples analyzed (Additional file 1: Tables S2).

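The miR156 family had 12 distinct mature sequences, the miR167 family 10, the miR396 family 9 and the miR535 family 7. Sequences of 21 nt made up 97.4% of the abundance of the miR535 family, 91.4% of that of miR156 and 75.7% of that of miR167 (87.2% with its repeated values counted once), but only 2.58% of that of miR393, in which 22-nt sequences prevailed. The miR827 and miR828 families had a single member each, of 22 nt. The miR390 family had 21.9 RPM in the control, 51.8 RPM in cold and 4.95 RPM in heat, the last from a mean of 5 reads. The miR477 family had 13.8, 30.2 and 2.75 RPM in the same order, and the miR172 family 20.8, 35.6 and 9.35 RPM, or 11.1, 17.8 and 5.22 RPM with the identical values of mac-miR172a and mac-miR172b/c counted once. In contrast, the miR393 family differed little, with 1697, 1714 and 1808 RPM.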

After excluding sRNA reads homologous to known miRNAs (≤1 mismatch, miRBase 21) and other non-coding sRNAs (Rfam v12.0), the remaining 21~22-nt sRNAs were subjected to novel miRNA identification based on a series of stringent criteria recognized by the research community [27]. A total of 26 miRNA candidates, which had typical hairpin precursor structure and star sequences (miRNA*) found, met the screening criteria (Additional file 1: Table S3), thus were considered novel or banana-specific miRNAs. 

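The tables hold 56 banana-specific entries, of which Table S3 gives a star sequence for 26 and none for 30. Among the 26 with a star sequence, 17 had reads at all 3 temperatures, and 18 had fewer than 10 reads per library on average. By the coordinates in Tables S2 and S3, given on the banana genome used by the paper, 6 of the 56 candidates lie in a hairpin that overlaps the hairpin of a known miRNA on the same strand. The mature sequence of 3 of the 26 candidates equals the star sequence listed for that known miRNA. PC-3p-19602_222, with the sequence CACGUGAUCCUCUUCUCCAAC, is in the hairpin of mac-miR164b on the plus strand of chromosome 11 from 23428258 to 23428368. PC-3p-3250342_1 equals the star sequence of mac-miR164e on the minus strand of chromosome 11 from 23428310 to 23428416. PC-3p-33673_82 equals that of mac-miR168d on the plus strand of chromosome 1 from 22643200 to 22643360.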

Among them, 20 belong to the 21-nt class of miRNAs and only six to the 22-nt class (Additional file 1: Table S3). In general, the banana-specific miRNAs were much less abundant compared to the known miRNAs in all samples examined; the highest total read abundance being only ~ 800 RPM, and most yielded levels below 10 RPM (Additional file 1: Table S3).

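The median abundance over the 3 temperatures was 6.49 RPM for the 56 banana-specific entries. The 95% counting error of a single entry at this abundance spans 1.83 to 11.2 RPM, which is not an interval for the median itself. With only the 26 candidates that have a star sequence it was 6.4 RPM. A known miRNA had the higher abundance in 79.1% of all pairs of a known and a banana-specific miRNA, and in 73.9% of the pairs with a candidate that has a star sequence. PC-5p-10992_540 was the most abundant candidate with 813.7 RPM, followed by PC-5p-10111_602 with 343.9 RPM and PC-3p-32707_86 with 170.5 RPM, all with a star sequence. PC-5p-18279_248, which has none, reached 133.8 RPM. Of the 56 candidates, 40 were below 10 RPM, and of the 26 with a star sequence 16 were, compared with 18 of the 93 known miRNAs. Because 3 reads correspond to more than 2 RPM in each library, differences among the candidates below 10 RPM were mostly not detectable at this depth. In each sample the median was 2.12 RPM in the control, 2.11 RPM in cold and 2.2 RPM in heat, whereas the known miRNAs had medians of 13.8, 18.2 and 14 RPM.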

To validate the sRNA sequencing data, we performed RNA gel blot analysis for selected miRNAs representing known examples in the control and cold/heat-stressed samples (Fig. 2c). We found that the blotting results for most highly expressed known miRNAs were reflective of the relative abundances of sequenced sRNAs. 

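In the sequenced libraries, mac-miR164a/b had 106 RPM in the control, 55.8 RPM in cold and 612 RPM in heat. The abundance of mac-miR168a was 2564, 2140 and 3500 RPM in the same order, which gave a log2 fold change of 0.61 in heat (95% counting interval 0.54 to 0.68) and of -0.16 in cold (-0.24 to -0.09). For mac-miR159, 2247, 2648 and 366 RPM were found, and the miR396 family had 661, 1353 and 439 RPM. The intensities of the RNA gel blots were not analysed here.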

For example, miR164 and miR168 were more accumulated in the heat-stressed sample. Both miR159 and miR396 were induced by cold but greatly repressed by heat stress (Fig. 2c). However, divergence between the two analyses was also observed. Such contradictions between in vivo RNA levels and sequencing results for miRNAs have been previously reported for *Arabidopsis* and grapevine [11, 28]. On the other hand, the low level expression of novel miRNAs was confirmed by RNA gel blot analysis as signal was detectable only for those banana-specific miRNAs with total abundance > 100 RPM (Fig. 2d). As reported above for known miRNAs, RPM values for selected banana-specific miRNAs corresponded to relative signal intensity observed in RNA gel blots in some cases, but divergence was observed as well (Fig. 2d).

### The impact of temperature stress on miRNA expression

To detect the effect of different temperature stresses on banana miRNAs, the expression of miRNAs in banana fruit with cold stress, heat stress and without stress were examined. 

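The reads of the 149 miRNAs were compared between temperatures with the quasi-likelihood test of edgeR after TMM normalization, with all 6 tables in a single fit. A miRNA counted as responsive under the thresholds of the Methods on p and on the fold change, and a second count was taken with the Benjamini-Hochberg adjustment. All 149 miRNAs had reads in at least 2 of the 6 tables. The fit treats the replicate tables of a temperature as separate libraries, although their counts differed by less than the sampling noise. Its p-values thus rest on too small a spread, except where TMM adds to it. TMM gave the 2 tables effective sizes of 27192 and 23864 reads in cold and 20960 and 18466 in heat. Their totals were 26033 and 25692 in cold, and 18738 and 18396 in heat. For abundant miRNAs this difference in size can make the spread too large. In simulated data without any difference, 3 libraries were each written out as a pair. The fit then called a median of 32.5 of 149 miRNAs at the adjusted threshold (30 to 47 in 10 simulations), against 0 (0 to 2) with 6 separate libraries. The simulated dispersion, the variation between libraries beyond sampling noise, was set to 0.04, whereas the deposited tables gave 0.00242. The variation between fruit is unknown, so these numbers hold for that setting only. No p-value for a single miRNA is therefore given from the edgeR fit, and a miRNA said to have passed is only counted among those that met the thresholds. Beside it stands an exact binomial test on the mean reads of each temperature, chosen after the tables had been seen, which compares those libraries and not the conditions. On the deposited RPM scale, the log2 fold changes of the 52 miRNAs with a mean of at least 20 reads fell by a median of 0.09 in cold and 0.16 in heat relative to TMM. Fold changes are given on the TMM scale with 95% counting intervals.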

By comparing the expression level of miRNAs between the control and temperature-stressed fruit (*p* < 0.01), we identified 22 cold-responsive and 39 heat-responsive miRNAs, respectively. 

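In the edgeR fit, 50 miRNAs passed the thresholds of the Methods in cold against the control, and 55 passed in heat. At the adjusted threshold there were 57 in cold, 57 in heat and 64 between heat and cold. With the replicate number as a block, 47 miRNAs passed the first thresholds in cold and 54 in heat, and 56, 57 and 64 passed at the adjusted threshold. The mean correlation of the deviations of same-numbered tables at different temperatures was 0.16, and 0.33 without mac-miR535f. The exact test on reads, chosen after the tables had been seen, gave 24 miRNAs in cold and 37 in heat. The largest change came with the Wald test of DESeq2, under which 15 and 18 passed. Among the miRNAs of Table S4 that were analysed here, 17 of 21 passed in cold and 32 of 39 in heat, and a further 33 and 23 passed that are not listed there. The largest rises in cold were those of mac-miR171d and, with log2 fold changes of 1.22 and 1.18, of mac-miR396a/b (95% counting interval 1.08 to 1.36) and PC-3p-32707_86 (0.60 to 1.76). The largest falls in cold were those of mac-miR398 with -2.37 (-3.05 to -1.68), mac-miR167b with -1.14 (-1.82 to -0.45) and PC-5p-10992_540 with -0.92 (-1.17 to -0.67). In heat, the rise of mac-miR164a/b was followed by that of mac-miR397 with 1.99 (1.48 to 2.51) and that of PC-3p-32707_86 with 1.84 (1.28 to 2.40). The largest falls in heat were those of mac-miR399a with -2.50 (-3.71 to -1.28), mac-miR159, and mac-miR399b/c with -2.33 (-4.22 to -0.45), the last from means of 22.5 and 2.5 reads. These rankings were taken among miRNAs with a mean of at least 20 reads.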

Some miRNA families responded to both stressors while a few miRNA families showed stress-specific response (Fig. 3a, Additional file 1: Table S4). About equal numbers of miRNAs were up-regulated and down-regulated by cold, while more miRNAs were down-regulated than up-regulated in the heat-stressed fruit. 

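Of the miRNAs passing in cold, 31 rose and 19 fell, and of those passing in heat 28 rose and 27 fell. The balance depended on the normalization. On the deposited RPM scale 19 rose and 24 fell in cold, and 21 rose and 30 fell in heat. With the size factors of DESeq2 the numbers were 23 and 27 in cold, and 24 and 29 in heat. In the exact test on reads with TMM library sizes, 15 rose and 9 fell in cold, and 21 rose and 16 fell in heat. From the larger number of miRNAs responding to heat and the excess of falls among them in Table S4, the paper proposes in its Discussion that heat has the wider effect and tends to lower miRNA expression.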

Among the overlapping group of 19 miRNAs responding to both cold and heat stresses, ten of which showed opposite expression change; the other nine with the same trend (Fig. 3b). 

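In the edgeR fit 27 miRNAs passed in both comparisons, 12 of them with opposite and 15 with the same direction. With the replicate block 23 passed in both, 11 in opposite directions. The exact test on reads gave 16, with 8 in opposite directions and 8 in the same. Among the 52 miRNAs with a mean of at least 20 reads, 19 passed in both comparisons of the edgeR fit and 8 of these had opposite directions. For mac-miR398 the log2 fold change in heat was -2.24 (95% counting interval -2.97 to -1.50), close to its fall in cold, and mac-miR167b fell in heat by 1.08. For mac-miR528 the values were -0.68 in cold (-0.91 to -0.44) and 1.57 in heat (1.40 to 1.74), taken from its reads.

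**Figure D3:**
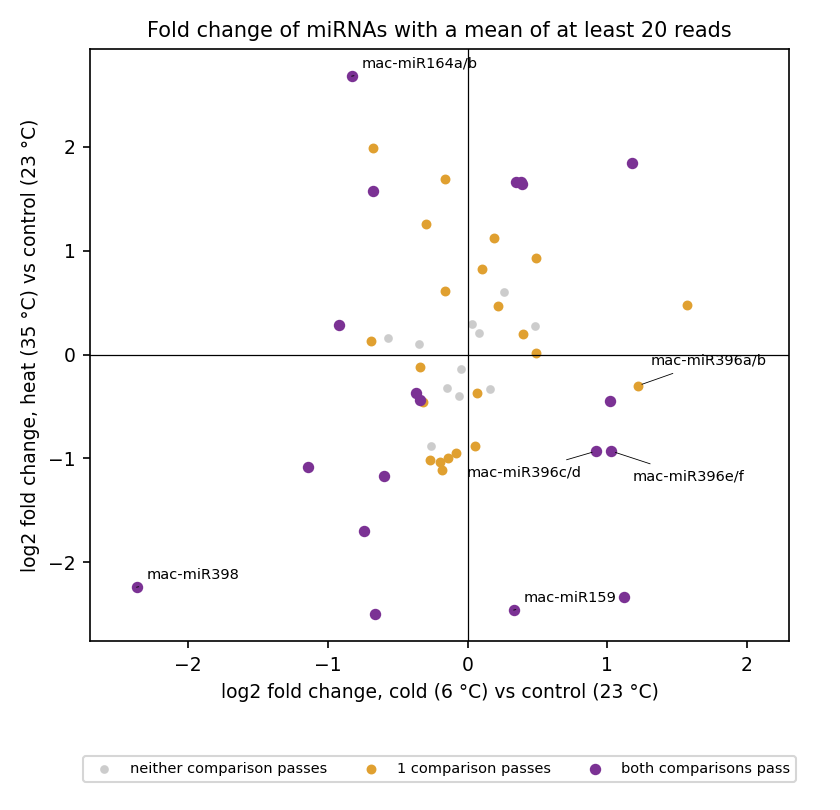
Log2 fold change against the control in cold (x axis) and in heat (y axis) on the TMM scale, for the 52 miRNAs with a mean of at least 20 reads, with 1 point per miRNA coloured by the comparisons in which it passed in the edgeR fit. The 8 miRNAs that passed in both with opposite directions lie in the upper left and lower right quadrants.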

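In the edgeR fit 23 miRNAs passed only in cold, 13 known and 10 banana-specific, and in the exact test on reads 8 did, 7 known and 1 banana-specific. With the edgeR fit restricted to miRNAs with a mean of at least 20 reads, 7 passed only in cold, 7 known and 0 banana-specific. For mac-miR171d, listed in Table S4 for cold alone, 11 RPM were found in the control, 30.7 RPM in cold and 13.5 RPM in heat. Its log2 fold change was 1.57 in cold (95% counting interval 0.70 to 2.43) and 0.48 in heat (-0.59 to 1.56), and -1.09 between heat and cold (-2.02 to -0.15). PC-3p-149412_8, also listed for cold alone, had 0.883, 7.11 and 4.67 RPM, from means of 1.5, 8 and 4.5 reads. Its log2 fold change was 2.71 in cold (0.20 to 5.23) and 2.26 in heat (-0.40 to 4.93), and -0.45 between heat and cold (-2.12 to 1.22).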

Two known miRNAs and one banana-specific miRNA were found to respond only to cold stress. Comparatively, more miRNAs showed obviously altered expression just under heat stress, including 20 known miRNAs and four banana-specific miRNAs. 

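A total of 28 miRNAs passed in heat alone in the edgeR fit, 19 known and 9 banana-specific, of which 16 rose and 12 fell. On the deposited RPM scale there were 24, with 10 rising and 14 falling. The exact test on reads gave 21, of which 18 were known and 3 banana-specific, with 15 rising and 6 falling. PC-3p-19602_222 had 2.83 RPM in the control, 3.33 RPM in cold and 47.8 RPM in heat, a log2 fold change of 4.18 in heat (95% counting interval 2.71 to 5.66), and has the star sequence of mac-miR164b.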

Among these heat-responsive miRNAs, most were down-regulated (Additional file 1: Table S4). We further examined the overlapping group of miRNAs responding to both temperature stresses, and found some miRNAs with targets identified by degradome and having opposite expression patterns between cold and heat stress. 

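The log2 fold change of mac-miR164a/b, with the mature sequence UGGAGAAGCAGGUCACGUGCA, was -0.83 in cold (95% counting interval -1.26 to -0.41) and 2.68 in heat (2.42 to 2.94). Over the alternatives for which fold changes were taken, including the fits that each left out a table, it stayed between -0.97 and -0.76 in cold. In heat it stayed between 2.47 and 2.83. Leaving out a table tests little, because the 2 tables of a temperature are nearly the same. In the degradome, mac-miR164a/b was listed with 4 NAC transcripts. Its best alignment was to Achr9T27530 (NAC098), with a score of 1.5 and a CleaveLand p of 0.00215. At position 812 of this transcript 50 reads began, all mapping to it alone, or 35.2% of its listed degradome reads.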

For example, mac-miR164a/b targeting a *NAC* gene was down-regulated in the cold-stressed fruit but up-regulated in the heat-stressed fruit. 

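For mac-miR159, whose mature sequence is UUGGACUGAAGGGAGCUCCUC, the log2 fold change was 0.33 in cold (95% counting interval 0.26 to 0.41) and -2.46 in heat (-2.62 to -2.29). Across the alternatives for which fold changes were taken, including the fits that each left out a table, it ranged from 0.20 to 0.42 in cold. In heat it ranged from -2.62 to -2.31, so that both directions were kept under these alternatives. Of these, leaving out a table tests little, because the 2 tables of a temperature are nearly the same.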

Mac-miR159 targeting a *TCP* gene was induced by cold but repressed by heat. For the three mac-miR396 members that target growth-regulating factor were all up-regulated by cold but down-regulated by heat (Fig. 3b, Additional file 1: Table S4).

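In cold the log2 fold changes of mac-miR396c/d and mac-miR396e/f were 0.92 (95% counting interval 0.63 to 1.21) and 1.03 (0.55 to 1.50). In heat both were -0.93, with intervals of -1.39 to -0.47 and -1.69 to -0.16. The fall of mac-miR396a/b in heat, -0.30 (-0.49 to -0.10), was smaller. Across the alternatives for which fold changes were taken, including the fits that each left out a table, it ranged from -0.46 to -0.15. The fits without a table add little here, since the tables of a temperature are nearly the same. Their abundances in cold were 1009, 201 and 80.5 RPM, against 463, 113 and 42 RPM in the control, in the order a/b, c/d and e/f. Any pair of these mature sequences shares 20 of 21 bases, so the split of reads among them in the authors' counting, which allowed a mismatch, is uncertain.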

**Fig. 3:**
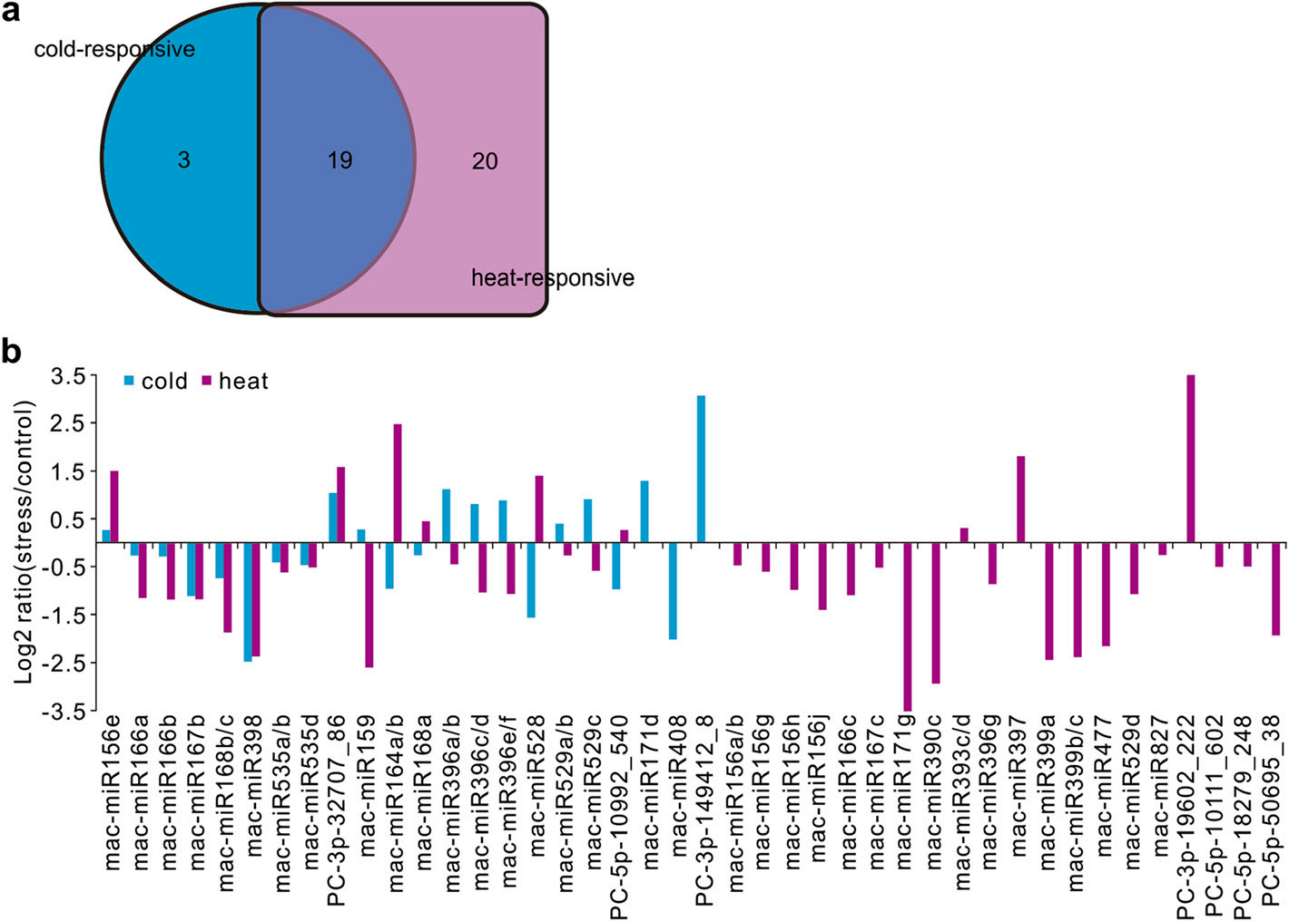
Expression and temperature responsiveness of miRNAs in banana. **a** Venn diagram showing the number of common and specific miRNAs responding to cold or heat stress. The circular and square areas represented cold- and heat-responsive miRNAs, respectively. The overlapping area represented miRNAs responding to both temperature stresses. **b** Fold change of miRNAs in cold- and heat-treated banana fruit on the 5^th^ day of storage, relative to non-treated control. Fold change was calculated on the basis of normalized reads of stressed vs. unstressed samples. Only differentially expressed (*p* < 0.01) miRNAs were shown

### MiRNA target identification and expression validation of temperature-responsive miRNAs and their targets

To identify targets for the banana miRNAs reported here, we performed degradome sequencing to generate a total of 37.4 million short reads representing 5′ ends of uncapped, polyadenylated RNAs. 

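A single degradome library was made from RNA pooled over the storage stages and temperatures, so the degradome gives no comparison between temperatures and has no replicate. The authors deposited its CleaveLand output, which gives for each transcript the reads that begin at each position and for each predicted site the alignment score, category and p-value. It lists 584 predicted sites for 137 small RNA queries on 173 transcripts, with identifiers of the banana genome annotation used by the paper. Each position carries its number of reads, the number after dividing shared reads among transcripts, and the number that map to that transcript alone. The sites of known miRNAs with a score of at most 4 and p below 0.05 were taken, and entries of identical sequence were counted once.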

About 70% of the unique reads can be perfectly aligned to the banana transcriptome (https://banana-genome-hub.southgreen.fr/download). These reads were subsequently screened and analyzed with the Cleaveland 3.0 [29]. 

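These thresholds gave 115 pairs of a known miRNA and a transcript, which comprised 60 target transcripts, 37 known miRNAs and 13 families, and all 115 pairs are also in Table S5. The miR156 family had 9 target transcripts, miR159 and miR160 had 8 each, miR164 had 7, and miR167 and miR393 had 6 each. The number of targets was 36 at p below 0.01 and 95 without a threshold on p.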

Based on the miRNA cleavage features on the transcripts, a total of 60 targets falling into five categories (0 to 4) were identified (*p* < 0.05), all for 37 of the 13 known miRNAs or families (Table 1 and Additional file 1: Table S5). 

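The site with the best category lay in category 0 for 54 of the 60 target transcripts, in category 1 for 1, in category 2 for 2 and in category 4 for 3. The number of reads at the site had a median of 69 per target and ranged from 1 to 6194, and 8 targets had fewer than 10 reads there. At the site of 25 targets 0 reads mapped to that transcript alone, so that for these the category rests on reads shared with other transcripts. The site held a median of 45.2% of the listed reads of its transcript.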

Among the 60 targets for the known miRNA families, 90% fell into category 0, which represented the most abundant degradome tags corresponding to the cleavage site and matching cognate transcripts. The number of identified gene targets varied for different miRNAs, ranging from one to eights. 

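The median was 3 targets per miRNA, 15 of the 37 miRNAs had 1 target, and 3 miRNAs, mac-miR159, mac-miR160a and mac-miR160b/c, had 8.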

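The 8 targets of mac-miR159 are annotated in the degradome output as PCF6 or TCP4, and 18 to 110 reads began at their sites. At 7 of these sites 0 reads mapped to the transcript alone, and at the site of Achr10T01020 (TCP4), position 998, 1 of 41 reads did, so nearly all of these reads also match another transcript. The 6 targets of the miR167 family carry ARF names and had 333 to 806 reads at the site, with at most 5 that mapped to a single transcript. Their sites held from 35.7% of the listed reads of Achr5T00590 (ARF17) to 90.5% of those of AchrUn_randomT06470 (ARF12). Of the 9 targets of the miR156 family, 8 are annotated as SPL.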

For example, miR159 targeted multiple genes encoding TCP transcription factors, miR156 targeted *SQUAMOSA PROMOTER BINDING-LIKE* (*SPL*) genes, and miR167 targeted *AUXIN RESPONSE FACTOR* (*ARF*) genes (Table 1 and Additional file 1: Table S5). Although most of the genes (48 of 60) identified were the conserved targets for these miRNAs across a wide range of plant species, a few of them (12 of 60) had not been reported in other species. 

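The transcript Achr10T05030, annotated as CNOT2, a subunit of the CCR4-NOT complex, was paired with mac-miR156l at position 2505, with a score of 3.5, category 2 and a CleaveLand p of 0.0384. There 9 reads began, all mapping to this transcript alone, or 1.48% of its listed reads, and up to 31 reads began at a single other position. Of the targets of the miR396 family, Achr3T15140 and Achr7T27480, which Table S5 describes as growth-regulating factors, and Achr8T26530, described as a metallopeptidase, each had 69 reads at the site, at positions 2029, 1929 and 2034. At each of these sites 0 reads mapped to that transcript alone and the divided number was 23, so the degradome cannot tell which of the 3 transcripts was cleaved.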

For instance, miR156 was also found to target one gene coding for CCR4-NOT transcription factor and miR396 that mainly targets *GROOWTH REGULATING FACTOR* (*GRF*) genes was also found to target one gene encoding metallopeptidase (Table 1 and Additional file 1: Table S5).

**Table 1:** Target of banana known miRNAs (or families)^a^

miRNA	Target	AS^b^	Category^c^	Reads at the cleavage site (tpb)^d^	Target annotation
Conserved targets for known miRNAs					
miR156	Achr6T36010	3	0	722.4	Putative Squamosa promoter-binding-like protein 12
	Achr10T23280	1	0	214.0	Putative Squamosa promoter-binding-like protein 12
	Achr5T21990	1	0	240.8	Putative Squamosa promoter-binding-like protein 12
	Achr10T02970	1	0	989.9	Putative Squamosa promoter-binding-like protein 12
	Achr3T11170	1.5	0	124.9	Putative Squamosa promoter-binding-like protein 17
	Achr5T25090	1.5	0	133.8	Putative Squamosa promoter-binding-like protein 18
	Achr7T22940	1.5	0	2060.1	Putative Squamosa promoter-binding-like protein 16
	Achr8T25550	1.5	0	124.9	Putative Squamosa promoter-binding-like protein 17
miR159	Achr2T12990	3.5	0	693.8	Putative Transcription factor PCF6
	Achr4T22960	3.5	0	292.5	Putative Transcription factor PCF6
	Achr4T31520	3.5	0	194.4	Putative Transcription factor PCF6
	Achr5T02530	3.5	0	881.1	Putative Transcription factor PCF6
	Achr7T01160	3.5	0	881.1	Putative Transcription factor PCF6
	Achr5T06660	3	0	160.5	Putative Transcription factor TCP4
	Achr8T19990	3	0	454.8	Putative Transcription factor TCP4
	Achr10T0102	3	0	481.6	Putative Transcription factor TCP4
miR160	Achr6T18900	1.5	0	321.1	Putative Auxin response factor 22
	Achr9T29480	1.5	0	695.6	Putative Auxin response factor 17
	Achr11T00640	2	0	27,825.2	Auxin response factor 18
	Achr5T18540	2	0	13,029.7	Auxin response factor 18
	Achr5T14630	2	0	4053.4	Auxin response factor 18
	Achr5T03960	2	0	6822.5	Auxin response factor 18
	Achr4T18240	2	0	4080.1	Auxin response factor 18
	Achr8T18930	2	0	3852.7	Auxin response factor 18
miR164	Achr3T23360	3	0	936.4	Putative NAC domain-containing protein
	Achr9T27530	3.5	0	1337.7	no apical meristem protein, putative
	Achr9T26140	2	0	6207.1	NAC domain-containing protein
	Achr9T10210	2	0	20,347.1	NAC domain-containing protein
miR167	AchrUn_randomT06470	3.5	0	5468.7	Auxin response factor 12
	Achr11T25770	4	0	5415.2	Auxin response factor 6
	Achr3T23290	4	0	5281.4	Auxin response factor 17
	Achr5T00590	4	0	4535.0	Auxin response factor 17
	Achr5T26580	4	0	5281.4	Auxin response factor 6
	Achr5T02450	4	0	4454.7	Auxin response factor 6
miR168	Achr3T27070	4	0	1150.5	Protein argonaute 1B
miR171	Achr4T07190	3	0	165,720.2	Putative Scarecrow-like protein 15
	Achr3T29970	3	0	8802.4	Putative Scarecrow-like protein 15
	Achr4T03460	3	0	508.3	Putative Scarecrow-like protein 15
	Achr5T20860	2	0	1551.8	Putative Scarecrow-like protein 6
miR393	Achr6T20580	3	0	4666.5	Transport inhibitor response 1-like protein
	Achr6T16510	3	0	3424.6	Transport inhibitor response 1-like protein
	Achr6T08000	3	0	4882.8	Transport inhibitor response 1-like protein
	Achr9T01140	3	0	4693.3	Transport inhibitor response 1-like protein
	AchrUn_randomT10710	2	0	3917.4	Transport inhibitor response 1-like protein
	Achr10T12000	2	0	3244.0	Transport inhibitor response 1-like protein
miR396	Achr3T15140	2.5	0	615.4	growth regulating factor protein, putative
	Achr7T27480	2.5	0	615.4	growth-regulating factor, putative
miR535	Achr10T02970	4	0	989.9	Putative Squamosa promoter-binding-like protein 12
	Achr4T05720	4	0	695.6	Putative Squamosa promoter-binding-like protein 12
Non-conserved targets for known miRNAs					
miR156	Achr10T05030	3.5	2	240.8	CCR4-NOT transcription factor, putative, expressed
miR164	AchrUn_randomT19770	3	0	20,775.2	Hypothetical protein
	Achr11T02240	4	4	13.4	Probable aquaporin TIP1–1
	Achr8T12920	4	4	13.4	Probable aquaporin TIP1–1
miR396	Achr5T20170	4	1	267.5	Hypothetical protein
	Achr8T26530	2.5	0	615.4	metalloendopeptidase/ metallopeptidase/ zinc ion binding protein, putative
miR528	AchrUn_randomT22730	3.5	0	1172.8	Putative Polyphenol oxidase A1, chloroplastic
	AchrUn_randomT25220	3.5	4	8.9	Putative Polyphenol oxidase A1, chloroplastic
	Achr8T34370	2.5	2	615.4	Polyphenol oxidase, chloroplastic
miR530	Achr2T17590	1	0	2354.4	Hypothetical protein
miR535	Achr4T12470	4	0	668.9	Putative uncharacterized protein
miR828	Achr2T17960	3	0	107.0	Hypothetical protein

^a^ A detailed list was included in Additional file 1: Table S5. ^b^ The alignment score (AS) threshold was set to 4 for known miRNAs. ^c^ Category 0: > 1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript. Category 1: > 1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript. Category 2: > 1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript. Category 3: > 1 raw read at the position, abundance at position is equal to or less than the median for the transcript. Category 4: only 1 raw read at the position. ^d^ Reads at the cleavage site were normalized to transcripts per billion (tpb)

We selected several temperature-responsive miRNAs with their corresponding target genes and validated their differential expression in a time-course manner. Some miRNA-target pairs, including miR156/535-*SPL* and miR159-*TCP* modules displayed an inverse correlation (Fig. 4a). However, discrepancies were also observed such as miR164-*NAC* and miR167-*ARF* modules (Fig. 4b), suggesting other levels of regulation may also take effect.

**Fig. 4:**
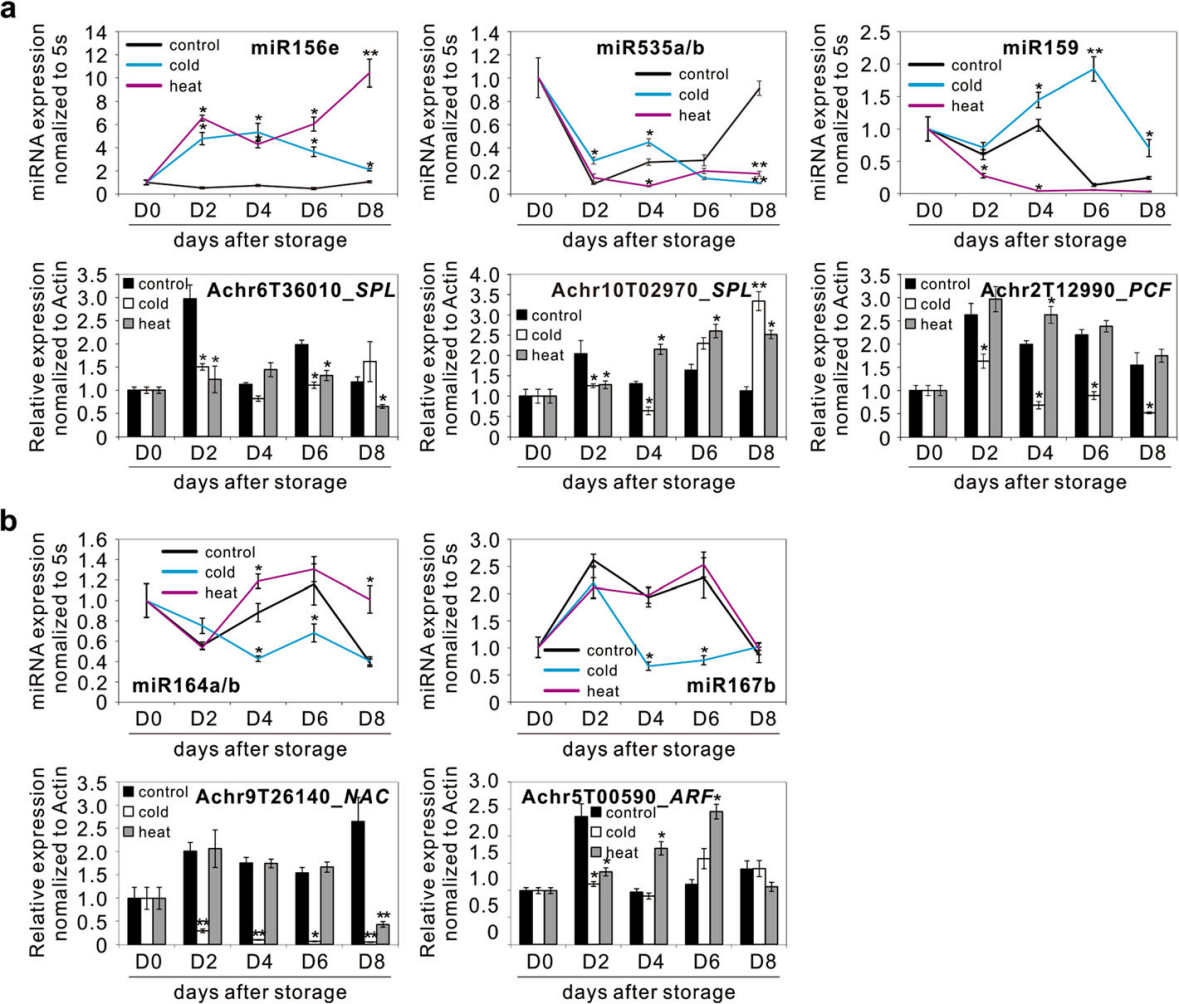
Differential expression of miRNAs and their corresponding targets in control and temperature stressed samples during storage. **a** Anti-correlation pattern of miR156/535-*SPL* and miR159-*TCP* modules. **b** The miR164-*NAC* and miR167-*ARF* modules displaying no obvious correlation. In both (**a**) and (**b**), the top panel showed miRNA accumulation and the bottom panel displayed the corresponding target gene expression. The relative expression was normalized to 5 s rRNA for miRNAs and *Actin* for target genes. Normalized expression in control fruit at day 0 was arbitrarily set to 1. Data were presented as the means ± standard errors (*n* = 3) as denoted by the error bars. Asterisks indicated significant differences in expression between control and temperature-stressed samples (*p < 0.05; **p < 0.01)

### *SPL* gene family co-targeted by miR156 and miR535 in banana

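Of the SPL transcripts paired with mac-miR156m, Achr7T22940 (SPL16) had the most reads at the site, 77 at position 3869, followed by Achr10T02970 (SPL12) with 37 at position 8224. Achr5T21990 and Achr10T23280, both annotated as SPL12, had 9 and 8 reads, and Achr5T25090 (SPL18) had 5. More reads began at a single other position of Achr5T21990, with 12, and of Achr5T25090, with 17. Only after shared reads were divided did the site have the most, with 9 against 4.5 and 5 against 2.83. Achr3T11170 and Achr8T25550, both annotated as SPL17, had 14 reads each, of which 0 mapped to either transcript alone, so the same reads were counted for more than a single transcript. The other miR156 variants were paired with Achr6T36010 (SPL12) at position 4078, with 27 reads that all mapped to it alone, through 7 distinct mature sequences and with p from 0.0317 to 0.0487. In the small RNA tables mac-miR156m was rare, with 9.72 RPM in the control, 3.56 RPM in cold and 14.6 RPM in heat, from means of 14, 4 and 13.5 reads.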

We found that miR156 displayed a highly conserved target relationship in banana, especially for miR156m variant that was identified to target seven various *SPL* genes, while other miR156 variants collectively targeted one *SPL* gene (Additional file 1: Table S5). 

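The mature sequence of mac-miR156m, UGACAGAAGAGAGUGAGCACG, shares 20 of 20 bases with that of mac-miR156a/b, UUGACAGAAGAGAGUGAGCAC, when it is shifted by 1 position. On 4 of the 7 transcripts listed for mac-miR156m, other miR156 variants were aligned 1 nt downstream of its site, and on the remaining 3 no alignment is listed there and 0 reads began at that position. Fewer reads began there, with 16 at position 8225 of Achr10T02970, 40 at position 3870 of Achr7T22940, 3 at position 5576 of Achr3T11170 and 3 at position 6430 of Achr8T25550. These sites fell in category 2, with a CleaveLand p from 0.41 to 0.745, and were not counted as targets.

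**Figure D4:**
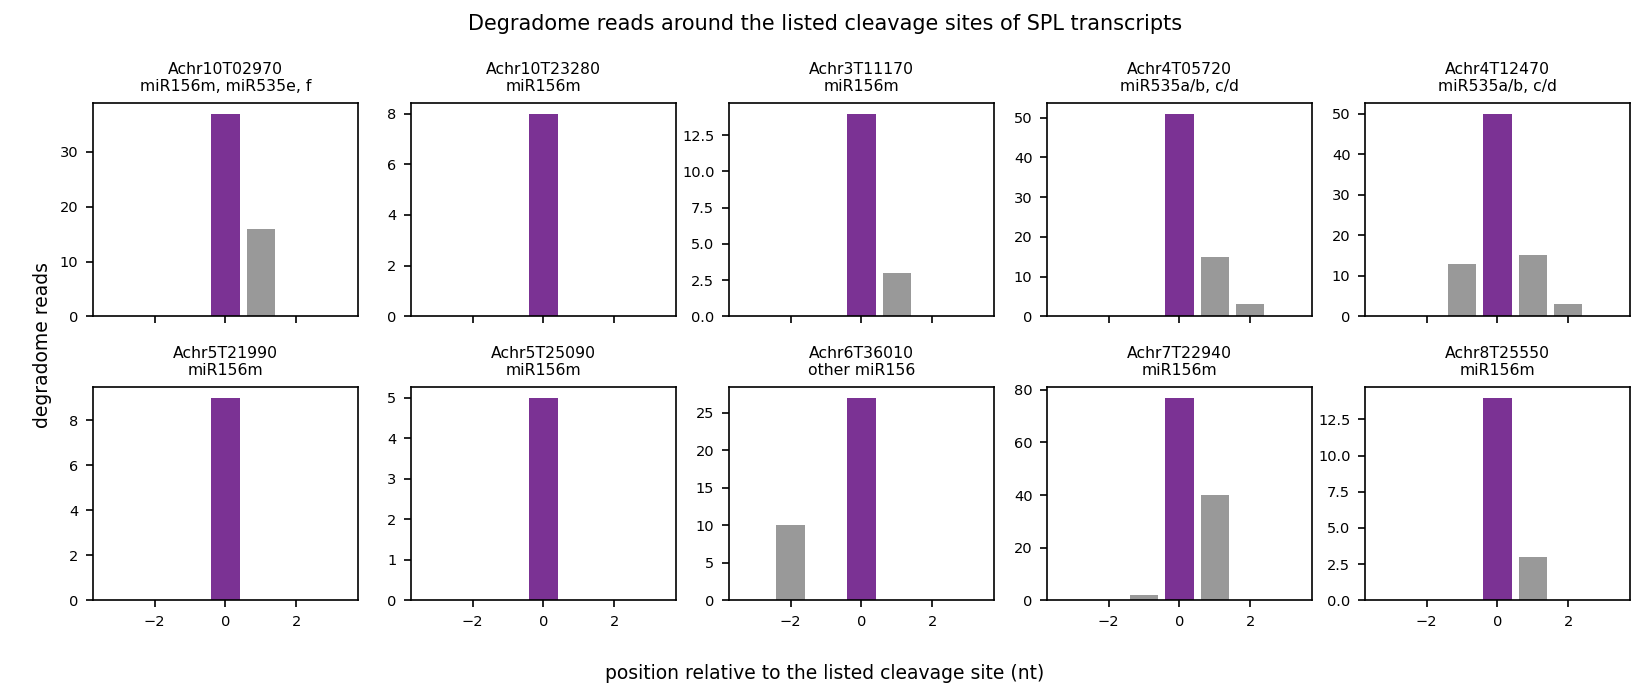
Degradome reads (y axis) that begin at positions from -3 to 3 nt around the listed cleavage site (x axis, 0 is the site, purple) on 10 SPL transcripts, titled with the miRNAs listed for the site. Grey bars are positions beside the site. On Achr10T02970, 37 reads begin at the site and 16 at the next position.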

Interestingly, there was one nucleotide offset between the cleavage sites of these two groups of *SPL* targets; accordingly miR156m was shorter by 1 nt at the 5′ end (Fig. 5a). In addition to miR156 family, four sequence-specific miRNAs belonging to miR535 family were also identified to target three *SPL* genes, two of which (Achr4T05720, Achr10T02970) was further confirmed by RLM-5’-RACE (Fig. 5b). It was also shown that Achr10T02970 could be cleaved by both miR156m and miR535e at the same location (Fig. 5c). 

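Both mac-miR535a/b and mac-miR535c/d were paired with Achr4T05720 at position 3675, with 51 reads, and with Achr4T12470 at position 9210, with 50 reads. Only 1 of the 51 reads mapped to Achr4T05720 alone and 0 of the 50 to Achr4T12470 alone, so the degradome reads hardly separate the 2 transcripts, and their divided numbers were 26 and 25. The CleaveLand p was 0.0162 for mac-miR535a/b and 0.0174 for mac-miR535c/d at both sites.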

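At position 8224 of Achr10T02970 all 37 reads mapped to this transcript alone and made up 11% of its listed reads, while up to 34 reads began at a single other position. This site was assigned to mac-miR156m with a score of 1 and p of 0.023, to mac-miR535e with a score of 4 and p of 0.00997, and to mac-miR535f with a score of 4 and p of 0.0137. The degradome reads are the same for all 3 miRNAs and do not tell which of them guided the cleavage.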

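Over 21 aligned positions mac-miR156m shares 14 bases with mac-miR535e, whose mature sequence is UUGACAACGAGAGAGAGCACGC, and 15 with mac-miR535f. With a shift of 1 position it shares 13 of 20 bases with mac-miR535a/b. The sequence of mac-miR535a/b, UGACAACGAGAGAGAGCACGC, is contained in that of mac-miR535e, with 21 of 21 bases in common. The paper bases the shared targeting on degradome sites and, for SPL targets of miR535, on RACE. It offers the similarity of the variants and of their targets as an explanation.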

Actually, sequence alignment showed a high similarity among miR156 and miR535 variants and their targets, explaining such a co-targeting phenomenon. While co-targeting the same gene family, different miR156 and miR535 variants exhibited very distinctive expression patterns by temperature stress. For example, mac-miR535a/b was down-regulated by heat stress, whereas mac-miR156e was up-regulated under both stresses, especially heat. Such differential expression patterns were validated by stem-loop qPCR (Fig. 4a). 

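The log2 fold change of mac-miR535a/b was -0.46 in heat (95% counting interval -0.53 to -0.40) and -0.32 in cold (-0.38 to -0.26), from 4696 RPM in the control, 3520 RPM in cold and 3044 RPM in heat. Over the alternatives for which fold changes were taken, including the fits that each left out a table, it ranged from -0.63 to -0.32 in heat. In cold it ranged from -0.45 to -0.23. The fits without a table add little here, since the tables of a temperature are nearly the same. For mac-miR156e the log2 fold change was 0.38 in cold (0.12 to 0.65) and 1.66 in heat (1.43 to 1.89), with 166.2, 203 and 470.3 RPM in the control, cold and heat, but its reads are uncertain because mac-miR156c/d and mac-miR156f have the same mature sequence. For mac-miR535e no change in heat was detectable at this depth, with a log2 fold change of 0.10 (-0.28 to 0.48) that turned to -0.06 on the deposited RPM scale. The value of mac-miR156m in cold was -1.36 (-2.96 to 0.24), from few reads.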

Considering the abundantly and differentially expressed miR535 isoforms, our result suggest that miR535 family may play an equally considerable role, as the well-conserved miR156 family does, in fine tuning *SPL* gene expression in banana.

**Fig. 5:**
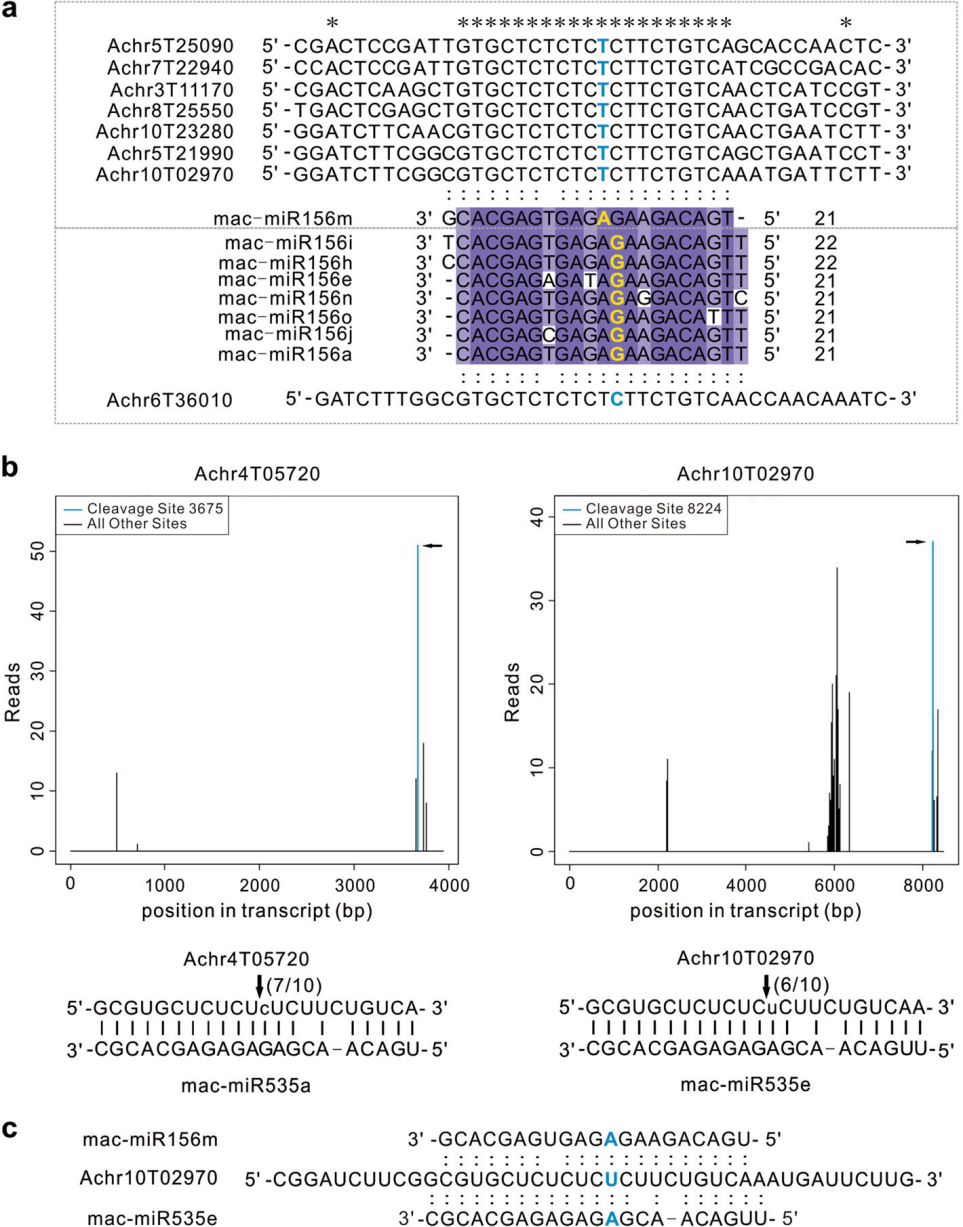
MiR156 and miR535 families co-targeting *SPL* gene family in banana. **a** Sequence alignment of miR156 variants and their targets. The cleavage site detected in the degradome is indicated in blue and yellow letters. **b** Target plot (t-plot) and alignment of validated targets for mac-miR535a/b and mac-miR535e, respectively. The arrow indicates signatures consistent with miRNA-directed cleavage. Cleavage frequency as determined by gene-specific 5′-rapid amplification of cDNA ends (5’-RACE) at the indicated position is shown in parentheses. Primer sequences used for 5’-RACE are provided in Additional file 1: Table S7. **c** Achr10T09270 is co-targeted by mac-miR156m and mac-miR535e. The cleavage sites detected in the degradome are highlighted in blue letters

### Characterization of *PHAS* loci and their triggers in banana

PhasiRNAs are a major class of sRNAs in plants [9]. They are produced from not only diverse protein-coding genes, including large gene families such as *NB-LRR*s, *PPR*s, and *MYB*s, but also non-coding transcripts [10, 30]. To explore whether phasiRNA pathways are conserved and responsive to temperature stresses in banana, a genome-wide identification of *PHAS* loci was performed. For this analysis, an approach as described in [31] was used. In total, we identified 110 *PHAS* loci (Additional file 1: Table S6), of which 85 loci shown homology to known protein-coding genes, with the remaining 25 loci with no homology found, and thus considered as non-coding loci. Among the coding loci, the majority showed sequence similarity to *NB-LRR* genes (62 or 73%), with other proportions mainly represented by genes coding for alpha-amylase, methyltransferase and polyprotein (Fig. 6a). However, the other two large gene families (*MYB* and *PPR* genes) for generating the majority of phasiRNAs in most eudicots appeared to be rare in banana, where only one gene for MYB protein and none for PPR were identified (Additional file 1: Table S6). Some other coding genes were also found to generate phasiRNAs as well, including genes encoding kinase, starch synthase and transport inhibitor (Additional file 1: Table S6). All non-coding *PHAS* loci were relatively short (< 400 bp), compared to coding *PHAS* loci, suggesting that in banana non-coding *PHAS* loci mainly generate relatively short transcripts.

**Fig. 6:**
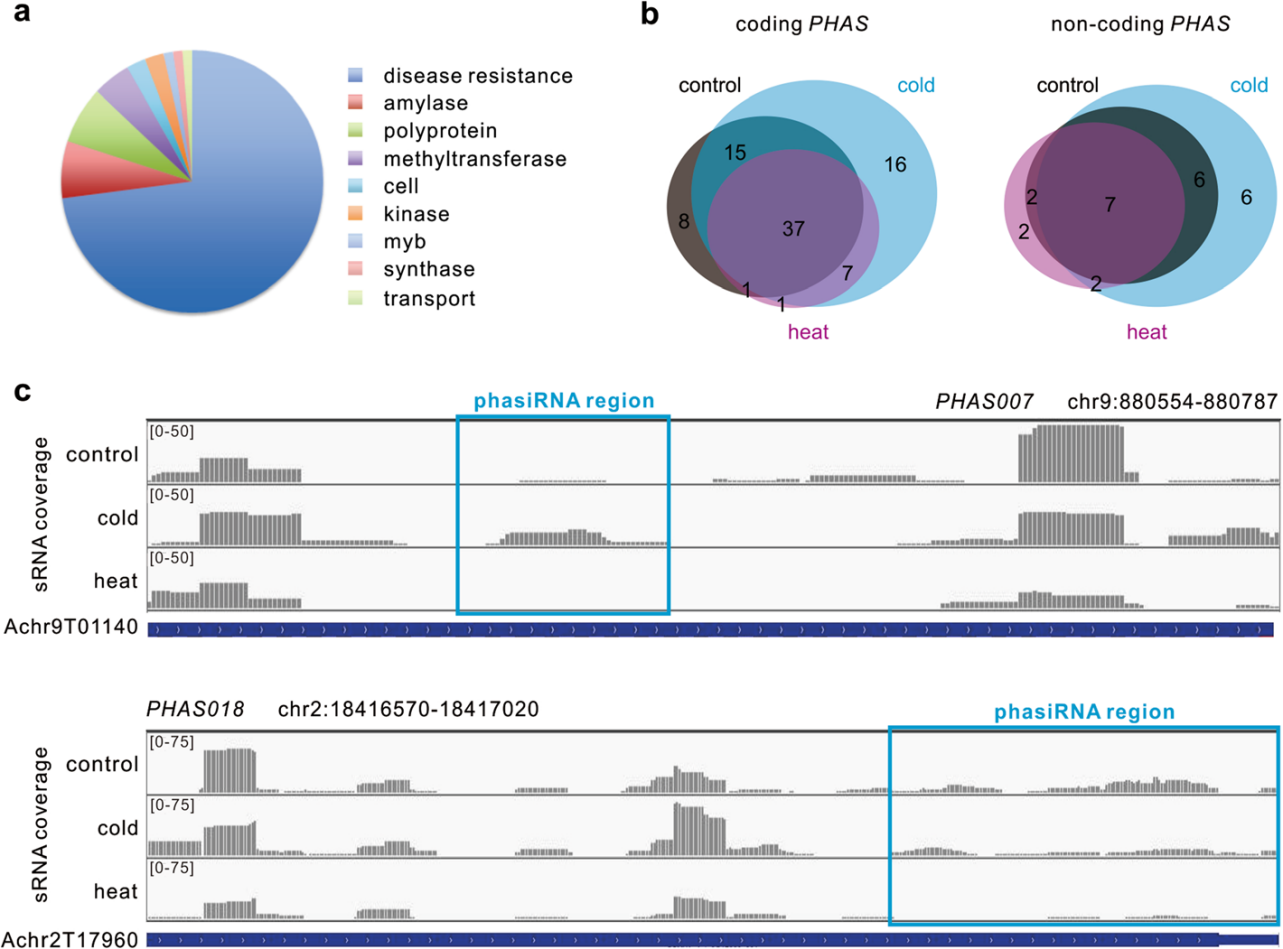
PhasiRNA-generating (*PHAS*) network in banana. **a** All *PHAS* loci were grouped into coding and non-coding genes, and coding *PHAS* loci were further classified based on their annotation, as shown in the pie chart. **b** Venn diagram for coding and non-coding *PHAS* loci differentially accumulated in the control and temperature-stressed samples. **c** Two examples of coding *PHAS* loci displaying differential variations in phasiRNA production in banana upon cold and heat stress. In both panels, each track represented small RNA abundance based on mapping results in the control, cold- and heat-stressed samples. Changes of the phasiRNA accumulation were highlighted in the blue boxes. The gene models from which the sRNA generated were presented below the panels

Next, we determined which miRNAs served as triggers of phasiRNA production for these *PHAS* loci. Six miRNA families were found to function as phasiRNA triggers (Table 2), integrating dagradome data, the miRNAs and the *PHAS* loci. Most miRNA triggers were 22-nt with an initial ‘U’. Several interactions between miRNA triggers and *PHAS* loci were conserved in many other plants, including miR393-*TIR*/*AFB*, miR828-*MYB*, and miR482/miR2118-*NB-LRR*; another three miRNAs, including miR162, miR166 and miR319/miR159, were also identified as triggers. Among them, miR162 and one miR319/miR159 member were also able to trigger phasiRNAs from *NBS*-type genes, but these two were of 21-nt in length, for which the triggering mechanism is not clear. Some miRNA triggers (miR319/miR159, miR393 and miR482/miR2118) could also target non-coding *PHAS* loci, in addition to coding genes (Table 2). Most identified *PHAS* loci (92 or 84%) could not find any known or novel miRNA triggers characterized in this study, indicating a complicated mechanism involved in triggering phasiRNA production. We also found great variations of *PHAS* loci distribution and phasiRNA production in banana fruit upon temperature stress. In general, more *PHAS* loci were found in the cold-stressed fruit while less loci in the heat-stressed fruit, regardless of coding or non-coding *PHAS* loci (Fig. 6b). As examples, two *PHAS* loci exhibited distinct phasiRNAs production in the temperature-stressed samples. The miR393-triggered phasiRNAs were preferentially produced only upon cold stress while the miR828-triggered phasiRNA production was largely abolished upon heat stress (Fig. 6c).

**Table 2:** *PHAS* loci and trigger miRNAs in banana

Trigger miRNA	Sequence	Length (nt)	*PHAS* loci annotation
miR162	UCUAUAAACCUCUGCAUCCGG	21	NBS-type resistance protein RGC5(1e-05)
miR166	UCGUACCAGGCUUCAUUUCCC	21	non-coding
miR319/miR159	UUGGACUGAAGGGAGCUCCUCU	22	non-coding
miR319/miR159	UUGGACUGAAGGGAGCUCCUCU	22	non-coding
miR319/miR159	GAGAGCUUCCUUCAGUCCACU	21	Resistance protein (Fragment)(3e-41)
miR393	UUCCAAAGGGAUCGCAUUGAUC	22	non-coding
miR393	UUCCAAAGGGAUCGCAUUGAUC	22	Transport inhibitor response family protein(3e-37)
miR482/miR2118	UCUUGCCGAUUCCUCCCAUCCC	22	NBS resistance protein (Fragment)(8e-30)
miR482/miR2118	UCUUGCCGAUUCCUCCCAUCCC	22	NBS-LRR disease resistance protein (Fragment)(3e-126)
miR482/miR2118	UCUUGCCGAUUCCUCCCAUCCC	22	NBS-LRR disease resistance protein (Fragment)(2e-79)
miR482/miR2118	UCUUGCCGAUUCCUCCCAUCCC	22	NBS-LRR disease resistance protein (Fragment)(1e-85)
miR482/miR2118	UUUCCAAUACCUCCCAUGCCAA	22	non-coding
miR482/miR2118	UUUCCAAUACCUCCCAUGCCAA	22	non-coding
miR482/miR2118	UUUCCAAUACCUCCCAUGCCAA	22	Os05g0492600 protein(2e-168)
miR482/miR2118	UUUCCGAUUCCUCCCAUCCCUA	22	NBS-type disease resistance protein (Fragment)(4e-84)
miR482/miR2118	UUGCCGAUUCCUCCCAUCCCUA	22	NBS-LRR disease resistance protein (Fragment)(6e-121)
miR482/miR2118	UUGCCGAUUCCUCCCAUCCCUA	22	NBS-LRR resistance protein (Fragment)(3e-76)
miR828	UCUUGCUCAAGUGAGUAUUCCA	22	R2R3 MYB(5e-12)

## Discussion

### MiRNA and sRNA expression in banana

The large-scale miRNA identification via deep sequencing with experimental approaches has been performed in diverse plant species, including many monocots. However, until recently, quite few studies have been done on characterizing miRNAs in banana [23, 24], especially in banana fruit subjected to different temperature stress. In this paper, genome-wide analysis of banana miRNAs were performed with high-throughput sequencing and their response to temperature stress was also analyzed, providing useful information to widen our understanding of miRNAs in monocotyledonous plants. Deep sequencing of the banana sRNA libraries revealed 113 known miRNAs as well as 26 banana-specific miRNAs (Additional file 1: Tables S2 and S3). Most of the conserved miRNA families were identified in our data, but all the banana-specific miRNAs exhibited relatively low expression levels (Additional file 1: Table S3), in consistent with the notion that non-conserved miRNAs are often expressed at a lower level than conserved miRNAs. These miRNAs have not been previously reported in other plants, possibly due to their inappreciable or inducible expression pattern. Deep sequencing and whole-genome data mining enable us to discover probably most of the miRNAs in banana under temperature stress. For all the identified miRNAs, only those showing significant temperature stress responses were further analyzed.

Among the conserved miRNA families, miR156 family appeared to be greatly expanded in banana, having 16 members. MiR535 family was also distinguished because it was the most highly expressed miRNA family in banana, with eight members (Additional file 1: Table S2). In addition, miR535 family was found to co-target *SPL* gene family, together with miR156 family. To date, the origin of most plant *MIRNA*s has not been fully elucidated, although several evolutionary paths have been proposed [31–34]. It has been shown that the origin of plant *MIRNA*s is dependent on the occurrence of various duplications, probably followed by chromosomal rearrangements and loss of duplicated genes, paralleling the coevolution with the mRNA targets [35, 36]. Considering the high sequence homology between miR156 and miR535 variants, these two miRNA families may derive from a common ancestor after duplication events during the evolution. And banana apparently has evolved an expanded miR156/miR535 gene family to conform to their target *SPL* family that comprises a large number of gene members, with the functional importance in banana stress response to be further determined.

PhasiRNAs are a major class of sRNAs in plants. In this study, we identified 110 *PHAS* loci in banana, triggered by six miRNA families. Among the three major protein-coding *PHAS* gene families in eudicots, only *NB-LRR*s yielded abundant phasiRNAs in banana. For other phasiRNA pathways conserved in plants, only miR828-*MYB* and miR393-*TIR1*/*AFB* were identified in banana. On the other hand, some phasiRNA pathways appeared to be newly evolved in banana, although the identification of their trigger miRNAs was unsuccessful (Additional file 1: Table S6). All these results indicate the dynamic feature of *PHAS* pathways in banana during evolution. In modern plants, auxin plays an important role in the regulation of leaf morphology, lateral root growth, and developmental patterning [37, 38], with *ARF* and *TIR* genes being the main components. In banana, profuse *ARF* and *TIR* genes were targeted by miR160/miR167, and miR393, respectively (Additional file 1: Table S5). Moreover, miR393-*TIR1*/*AFB* phasiRNA production displayed a cold stress-specific enrichment (Fig. 6c). However, the well-conserved miR390-*TAS3*-*ARF* pathway appeared to be minimized in banana and the reason for such functional diversification of auxin-related pathways deserves further investigation.

### The temperature-responsive miRNAs in banana

MiRNAs were first revealed to be involved in plant cold response by [16]. Based on a recent review [39], 18 studies in various plant species have confirmed the involvement of miRNAs in response to cold stress, using microarray and sequencing platforms. It has been proposed that response of a particular miRNA to the same cold stress differs depending on the plant species, indicating the divergence of miRNA function during plant evolution. Another explanation would be the tissue-specific miRNA expression pattern that leads to the inconsistency. In those reports, the tested tissues include seedlings, leaves, leaf buds, anther and ovary. Compare to cold-responsive miRNAs, there have been fewer reports of heat-responsive miRNAs in plants, although the specificity of miRNA response to heat stress is also demonstrated [40, 41]. As a typical tropical fruit, banana is very sensitive to cold stress, which usually results in peel pitting, discoloration and abnormal fruit ripening. On the other hand, high temperature stress can result in the ‘stay-green’ ripening disorder of banana fruit. These facts indicate that banana might have evolved differential regulatory mechanisms to react to cold and heat stress. However, information on the role of miRNAs is lacking for harvested banana fruit so far. Exploring the temperature-responsive miRNAs in banana can provide useful information for improving the temperature tolerance and avoidance of ripening disorder of banana fruit. In this study, the expression levels of miRNAs in banana with and without temperature stress treatments were separately compared; around 30% of the miRNAs showed significant changes under temperature stress (Additional file 1: Table S4). Some of these miRNAs have been reported as temperature-responsive in other plants. For example, specific members of miR396 and miR171 families, previously reported as up-regulated by cold in *Arabidopsis* [42], were also found to be differentially induced after cold treatment in banana, indicating that they also conserve in monocots. On the other hand, strong suppression of miR167b, miR398, miR528 and miR408 expression by cold was widely observed in banana. Such down-regulation of miR398 and miR408 partly agreed with previous reports in wheat and grapevine [43], but different from the observation in *Arabidopsis* [42]. In addition, both miR167b and miR528 have never been reported as cold-responsive in plants. Likewise, some previously identified cold-induced conserved miRNAs, such as miR319, miR393 and miR402 in *Arabidopsis* [16], were not found in our data, suggesting that the induction levels of certain miRNAs may be too low to be detected as significant, or they were unaffected by cold in banana. Previous studies have put great emphasis on the cold-induced miRNAs, but cold-repressed miRNAs have comparatively received little attention. Our study showed almost equal numbers of up-regulated and down-regulated miRNAs to cold stress, and these cold-responsive miRNAs had relatively equivalent expression levels (Additional file 1: Table S4). These data suggest that both kinds of regulation for miRNAs were involved in the banana cold response.

In banana, more miRNAs differentially respond to heat stress than to cold stress (Additional file 1: Table S4), suggesting that heat stress might have imposed a wider range of effect on miRNA expression. Moreover, compare to the relatively equal number of down- and up-regulated miRNAs responding to cold, the number of down-regulated miRNAs was almost three times that of up-regulated ones among the identified heat-responsive miRNAs in banana, indicating that overall heat stress tended to inhibit miRNA expression. Several heat-responsive miRNAs identified from banana were also previously reported in other plants. For example, it has been reported that miR156 integrates the response to recurring heat stress with development in *Arabidopsis* through *SPL* TFs [44]. We found that in banana, multiple miR156 variants showed differential response upon heat stress, where miR156e was significantly induced while others got suppressed. Our result indicated that the miR156-*SPL* module might also mediate the heat stress response in banana. Other significantly heat-induced miRNAs included miR164a/b, miR528 and miR397. A similar up-regulation pattern of miR164 has been previously reported in heat-stressed switchgrass [40], but the case was opposite in wheat [41]. On the contrary, a large number of banana miRNAs, including miR159, miR166c, miR171g, miR390c, miR396a-f, miR398, miR399a/b/c and miR477, all showed down-regulation in response to heat stress (Additional file 1: Table S4). Similarly, down-regulation of miR159 was observed under heat in wheat [41] but an opposite trend was found in switchgrass [40]. All the discrepancies may result from the species-specific miRNA levels, or that miRNAs respond to heat stress only in specific tissues or at specific developmental stages.

### MiRNA-mediated pathways involved in banana temperature stress response

Based on miRNA expression profiling and dagradome combined with qRT-PCR validation, we found that several miRNA-target pairs might have played important roles in the regulation of banana temperature stress response. SPL transcription factors, which are unique to plants, are involved in many important biological events [45]. Most members of the SPL family are targets of miR156 and recent evidence showed that miR156 can down-regulate *SPL* expression by either mRNA cleavage or translational repression [46]. In banana, *SPL* genes can also be targeted by miR535 and our data confirmed the anti-correlation between miR156/miR535 and their corresponding target *SPL* genes (Fig. 4a). Moreover, an inverse expression pattern of the two tested *SPL* genes was observed at the later stage of storage, suggesting that *SPL* transcript accumulation may be balanced via the co-regulation of miR156 and miR535.

Another well anti-correlated module in banana was miR159 targeting PCF/TCP transcription factor. Upon cold treatment, miR159 gradually accumulated and remained at a higher level compared to the control. Accordingly, its *PCF* target gradually became suppressed as the injury of cold stress aggravated. Such pattern was opposite in the heat-treated sample (Fig. 4a). In rice, two miR319-targeted *PCF* genes (*OsPCF5* and *OsPCF8*) have been characterized as negative regulators of cold tolerance [47], which seemed to be different from our observation. Moreover, an earlier study [48] proposed that in *Arabidopsis*, *TCP*s are normally not targeted by miR159. However, our data showed that a banana *PCF* gene was targeted by miR159. In addition, we did not identify any miR319 variants in banana. These results implicated that banana may possess a functional specialization of miR159/miR319 different from *Arabidopsis*. In banana, without miR319, miR159 may have evolved to exert its regulation on *PCF*.

Besides the above mentioned miRNAs, we also found other miRNAs having differential responses to temperature stress. For example, miR397 showed a significant induction after heat stress treatment. Previous studies have shown that miR397 targets laccase (*LAC*) in rice, *Arabidopsis*, Populus and litchi [49, 50]. In banana, at least three annotated laccase genes were predicted as miR397 targets. We suggest that the downregulation of *LAC* was mediated by the induction of miR397, which might be involved in the thermotolerance through protection from oxidative damage. However, there has been no direct evidence for the relationship between oxidative damage and ripening disorder upon heat stress in banana. On the contrary, both miR398 and miR399 showed downregulation in response to heat. Target prediction identified their targets encoding putative cytochrome c oxidase subunit and ubiquitin-related modifier 1 homolog, respectively. MiR398 and its target sites on Cu/Zn superoxide dismutase genes (*CSD*s) mRNA are conserved in dicots and monocots [49, 51], with an important role in the oxidative stress tolerance in plants [51]. MiR399 has been reported to be responsive to phosphate starvation in *Arabidopsis* via targeting genes coding for putative ubiquitin-conjugating enzymes [52]. Under heat stress, banana fruit would consume more energy, so repressing of these two miRNAs would accumulate their target genes to adapt to the nutrient deficiency.

## Conclusions

Altogether, our work delivered new insights into the role of miRNAs in the temperature stress response of banana fruit. Most targets of temperature-responsive miRNAs in banana were transcription factors including a large group of target genes involved in auxin signaling, and other functional genes associated with redox/nutrient homeostasis. Emerging studies have demonstrated the utility of miRNAs for genetic improvement in crops [53, 54], so the characterized candidate miRNAs in our study may serve as markers in breeding programs or tools for biotechnological approaches for improving temperature stress tolerance of banana.

## Methods

### Plant materials and sample collection

Mature-green ‘Brazilian’ banana fruit (*Musa* spp. AAA group, cv. Cavendish) were harvested from a plantation located in Gaozhou County, Guandong province. Fruits were harvested at 80% of maturity and selected for uniformity and free of defects. All fruits were soaked in 0.2% (*w*/*v*) Sporgon solution (Bayer, Germany) for 5 min to eliminate potential microbes and air dried. Based on our previous trials, three storage temperatures were set in this study: control at 23 °C, cold stress temperature at 6 °C and heat stress temperature at 35 °C. For each temperature treatment, 120 fruit fingers were selected, packed in 0.025-mm-thick polyethylene bags, and divided into three groups of forty fingers each as biological replicates. Peel samples from control, cold- and heat-stressed fruit were collected 0, 2, 4, 6 and 8 d after treatment. All the samples were immediately frozen in liquid nitrogen and stored at − 80 °C until use.

### Observation of fruit appearance and firmness measurement under temperature stress

At each sampling time, photos were taken for fruit stored at different temperatures, which could represent a typical state. For each treatment, fruit firmness was measured at three equidistant points around the middle position on three unpeeled (peel firmness) and three peeled (pulp firmness) fruit fingers, respectively.

### Small RNA library construction and sequencing

Peel samples from control, cold- and heat-stressed fruits were collected on the 5^th^ day of storage, when the typical injury symptoms appeared. Two replicate total RNA from different samples was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were evaluated by Agilent Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number > 7.0. Approximately 1 μg of total RNA was used to prepare small RNA library according to protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Then the single-end sequencing (36 bp) was performed on an Illumina Hiseq2000 at the LC-BIO (Hangzhou, China) following the vendor’s recommended protocol.

### Small RNA data analysis

Briefly, the raw reads were subjected to the Illumina pipeline filter (Solexa 0.3), and then the dataset was further processed with an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA) to remove adaptor, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, unique sequences with length of 18~25-nt were mapped to specific species precursors in miRBase 21 by BLAST search to identify known and novel 5p- and 3p-derived miRNAs. Length variation at both 3′ and 5′ ends and one mismatch inside of the sequence were allowed in the alignment. Unique sequences mapping to specific species mature miRNAs in hairpin arms were identified as known miRNAs, while unique sequences mapping to the other arm of known specific species precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 5p- or 3p-derived miRNA candidates and the mapped pre-miRNAs were further compared against the specific species genomes using BLAST to determine their genomic locations.

The remaining unmapped sequences were compared against the banana genome (*Musa acuminata* DH-Pahang v1, banana-genome.cirad.fr) using BLAST to identify novel banana-specific miRNAs. The hairpin RNA structures containing sequences were predicated from the flanking 120-nt sequences using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi) [55]. The criteria for secondary hairpin structure prediction were: (1) number of nucleotides in one bulge in stem (≤12). (2) number of base pairs in the stem region of the predicted hairpin (≥16). (3) cutoff of free energy (dG < − 35 kcal/mol). (4) length of hairpin (up and down stems + terminal loop ≥50). (5) length of hairpin loop (≤200). (6) number of nucleotides in one bulge in mature region (≤4). (7) number of biased errors in one bulge in mature region (≤2). (8) number of biased bulges in mature region (≤2). (9) number of errors in mature region (≤4). (10) number of base pairs in the mature region of the predicted hairpin (≥12). (11) percent of mature in stem (≥80). Based on the criteria, only 21~22-nt sRNAs with a good hairpin structure and a miRNA/miRNA* duplex accounting for more than 75% reads matching to the precursor locus were considered as potential banana-specific miRNAs.

### Degradome library construction, sequencing and data analysis

Mixed total RNAs were used, with equal amounts from all banana fruit at different stages of storage and also under temperature stress. Approximately 20 μg of total RNA was used to prepare a degradome library with following steps: (1) Biotinylated Random Primers (BRPs) were used to incubate with ~ 150 ng of poly (A)^+^ RNA (2) RNA fragments annealed with BRPs were captured by Strapavidin. (3) 5′ adaptor ligation to only those RNAs containing 5′ monophosphates. (4) Reverse transcription and PCR. (5) Libraries were sequenced using the 5′ adaptor only, resulting in the sequencing of the first 36 nucleotides of the inserts that represented the 5′ ends of the original RNAs. Then the single-end sequencing (36 bp) was performed on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China) following the vendor’s recommended protocol. Raw sequencing reads were obtained using Illumina’s Pipeline v1.5 software following sequencing image analysis by Firecrest Module and base-calling by Bustard Module. The extracted sequencing reads were used in the standard data analysis. A public software package, CleaveLand 3.0 was used for analyzing sequencing data generated, with alignment score (AS) threshold set to 4. Reads at the cleavage site were normalized to transcripts per billion (tpb).

### Analysis of differential expressed miRNAs under temperature stress

Total number of reads perfectly matching the banana genome in a given library was used for the normalization of read abundance, which was denoted as RPM (reads per million genome-matched reads). The miRNA differential expression based on normalized deep-sequencing counts was analyzed by Student *t* test based on the experimental design. The significance threshold was set to be *p* < 0.01 with fold changes (stress reads/control reads) > 1.2-fold for identifying differentially expressed miRNAs upon cold or heat stress. TBtools software was used for the construction of the heat map [56].

### *PHAS* loci identification

PhasiRNAs are produced with the ‘phasing’ pattern and this pattern can be used to identify phasiRNA-generating loci (*PHAS* loci), based on reference-aligned sRNA-seq data. After mapping sRNA reads to the reference genome, unique sRNAs were denoted with their matching coordinates. Two-nucleotide offset was added for sRNA matching to the antisense strand due to the 2-nt overhang at the 3′ end of the sRNA duplex. A genome-wide search was performed using a nine-cycle sliding window with each shift of three cycles, and a window was reported when ≥10 distinct sRNA reads fell into it; more than half of the mapped distinct sRNAs were 21-nt in length, and with ≥3 distinct reads in a certain register. All reported windows with overlapping region were then combined into a single longer window and a *P*-value was calculated for each window [31, 57]. In addition to a *P*-value threshold of 0.001, additional criteria were applied to ensure that only highly confident *PHAS* loci were identified: (1) the length of phasiRNA-producing region ≥100 bp. (2) over 30% of the siRNAs from a given *PHAS* locus were produced in phase. (3) the sRNA genomic matches were ≤ 10. The *PHAS* loci identification was done separately for each sample, and results were merged to a non-redundant list based on the genomic coordinates. Next, the potential miRNA triggers of *PHAS* loci were predicted using ‘reverse computation’ method as described in [31].

### RNA gel blot

Total RNA was extracted from peel samples of control, cold- and heat-stressed fruit with Plant RNA Isolation Reagent**®** (Invitrogen). For gel blot, 20 μg of total RNA from banana fruit samples was separated on a 15% denaturing polyacrylamide gel and transferred to Amersham Hybond™-NX membranes (GE Healthcare, Waukesha, WI, USA). RNA was cross linked using EDC (N-(3-dimethylaminopropyl)-N′-ethyl-carbodiimide hydrochloride (Sigma, St Louis, MO, USA). The probes of 21~22-nt DNA oligonucleotides (Additional file 1: Table S7) reverse complementary to banana miRNA candidates were labeled with γ**-**[^32^p]-ATP by T4 polynucleotide kinase (NEB, Ipswich, MA, USA). Non-incorporated nucleotides were removed using microspin G-25 column (GE Healthcare, Buckinghamshire, UK). Blots were also probed with a DNA probe complementary to U6 to confirm uniform loading. The prepared membrane filters were hybridized at 42 °C overnight, then washed twice at 55 °C with washing buffer containing 2 × SSC and 2% SDS. Membranes were then exposed to phosphorscreens and scanned with a Typhoon TRIO Variable Mode Imager (GE Healthcare). Membrane exposure time was adjusted, dependent on signal intensity.

### RLM-5’-race

Five micrograms of total RNA isolated from banana peel was used for ligating 5’ RNA adaptors at 37 °C and then reverse transcription at 42 °C for nested PCR for 5′ RLM-RACE, following the manufacturer’s instructions for FirstChoice RLM-RACE Kit (Ambion, Austin, TX, USA). Gene-specific primers (Additional file 1: Table S7) were designed to conduct nested PCRs, and PCR products were gel purified, cloned into the pMD18-T vector (TaKaRa) and sequenced.

### Quantitative real-time PCR validation of differentially expressed miRNAs and their target genes

Quantitative real-time PCR was carried out using the same RNA samples used for gel blot analysis. Total RNA (1 μg) was treated with DNase I and reverse transcribed with PrimeScript™ RT Kit (Takara), according to the manufacturer’s instructions but using specific stem-loop RT primers for miRNAs and oligo-dT primer for target mRNAs (Additional file 1: Table S7). Real-time PCR analysis was carried out using SYBR**®** *Premix Ex* Taq™ II (TaKaRa) on an ABI 7500 PCR System (Applied Biosystems), according to the standard protocol. The analysis was performed using three independent cDNA preparations and triplicate PCR reactions. The relative expression was calculated using 2^-(∆∆Ct)^ method with 5 s ribosomal RNA (5 s rRNA) and *Actin* as references for miRNAs and target genes, respectively.

## Additional file

Additional file 1: **Table S1.** Statistics of sRNA sequences from banana. **Table S2.** Summary of known miRNAs in banana. **Table S3.** Summary of species-specific miRNAs in banana. **Table S4.** Summary of differentially expressed miRNAs in respond to temperature stress in banana. **Table S5.** Target genes of known miRNAs in banana. **Table S6.** *PHAS* loci in banana. **Table S7.** Probes for RNA gel blot and primers for qPCR and RLM-5’-RACE.

## Abbreviations

AGO: Argonaute
AS: Alignment score
DCL: Dicer-like
miRNAs: MicroRNAs
nt: Nucleotide
*PHAS* loci: Phased siRNA-generating loci
phasiRNAs: Phased siRNAs
qRT-PCR: Quantitative reverse transcription real-time PCR
RISC: RNA-induced silencing complex
RLM-5’-RACE: RNA ligase-mediated rapid amplification of cDNA 5′ end
RPM: Reads per million genome-matched reads
sRNAs: Small RNAs
tpb: Transcripts per billion

How the deposited data were processed for this re-analysis (not part of the article)

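Small RNA was sequenced from banana peel sampled on day 5 of storage at 23 °C (control), 6 °C (cold) and 35 °C (heat), with 2 libraries labelled as replicates at each temperature, and a single degradome library was made from RNA pooled over stages and temperatures. Each sample was assigned to its temperature from its title and stress label, and the temperature and day come from the Methods.

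For the small RNA libraries the authors removed adaptors and reads of other RNA classes, mapped the reads to miRNA precursors with a mismatch allowed and to the banana genome, and deposited for every miRNA a count of reads. The second column the authors deposited is the abundance in RPM, which by the Methods scales the reads to the genome-matched reads of the library. The median ratio of RPM to count over miRNAs with at least 100 reads was 0.707 in both control tables, 0.889 in both cold tables and 1.1 in both heat tables. It corresponds to a denominator of 1415414, 1124595 and 909348 reads in the replicate 1 tables. In the replicate 2 tables the denominator was 1415307, 1124595 and 909348 reads, the same as in replicate 1 for cold and heat. Over the 6 tables the denominators sum to 6898607 reads, fewer than the 22000000 genome-matched reads of 21 to 22 nt in the paper's text, so they are not shown to be the genome-matched reads of each library. Single entries depart from it, among them mac-miR528 in cold with 0.507, 5 entries of the control replicate 2 table whose RPM corresponds to 0.5 reads more than the count, and those of the replicate 1 tables whose RPM corresponds to 0.5 reads fewer than the count (45 of 129 miRNAs in the control, 45 of 131 in cold and 56 of 134 in heat, the most abundant ones left aside). For the degradome library the authors deposited the CleaveLand output, with the count of reads beginning at each transcript position, the alignment score, the category and the p-value of each predicted site.

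The tables hold only the listed miRNAs, so the length distribution of all small RNAs, the phased small RNAs, the RNA gel blots and the quantitative PCR were not analysed here. A known miRNA of Table S2 is not reported here, whereas mac-miR396m is in the tables and not in Table S2. The gene table at hand is of another banana assembly (Cavendish Baxijiao), and 0 of the 60 target identifiers were found in it, so gene names come from the degradome output and Table S5.

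Entries with an identical mature sequence and identical values in every table were counted once, which left 149 miRNAs. Entries of different mature sequence were kept even where their values are identical, so mac-miR167f and mac-miR167g repeat the values of mac-miR167d/e, and mac-miR172b/c those of mac-miR172a. Of these 3 repeats, 1 is among the miRNAs passing in cold, 0 among those in heat and 1 among those between heat and cold. The totals over the counted miRNAs ranged from 18396 to 35939 reads per table. Intervals are at the 95% level from the counted reads, the smallest detectable abundance was taken as 3 reads, and both cover counting error only. Family totals are sums of RPM over the 3 temperatures.

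Differential expression was computed on the counts with edgeR 4.0.16 in R 4.3.3, with TMM library sizes, a quasi-likelihood fit of all 6 tables, and no replicate block. The thresholds were p below 0.01 with a fold change above 1.2, as in the Methods, and a Benjamini-Hochberg adjusted p below 0.05. The filter, reads in at least 2 tables, removed no miRNA. The common dispersion was 0.00242. The pairing of the tables by replicate number comes from the sample titles alone, in which replicate 1 has no suffix. Its check was the correlation of the deviations of same-numbered tables from their temperature means over 52 miRNAs, which was 0.39 between control and cold, 0.023 between control and heat, and 0.073 between cold and heat. Without mac-miR535f these values were 0.39, 0.42 and 0.19.

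The independence of the 2 tables of a temperature was tested with a chi-square over miRNAs against 10000 simulated pairs. Because the tables differed by less than sampling noise, abundances and fold changes are given with n = 1 per temperature, and an exact binomial test on the mean reads with TMM library sizes, chosen after the tables had been seen, was added beside the edgeR fit. The equal-variance two-sample test that the Methods name was run on the RPM values as an alternative.

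The tests were tried on simulated data with 149 miRNAs, 40 of them changed by factors of 2 or 4, in 10 simulations. The dispersion was set to 0.02 here and to 0.04 in the simulations without any difference. The rates of calls hold for these settings only. With 6 separate libraries the edgeR test called 83.3% of the changed miRNAs with at least 20 counts, and 1.18% of its calls were unchanged miRNAs. The DESeq2 test called 77.3% of them, the exact test on reads 84.1% with 28.2% of calls unchanged, and the equal-variance test 6.06% with 56.8% of calls unchanged.

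The alternatives were the replicate block, the size factors of DESeq2 1.42.0, the total of the table and the RPM scale in place of TMM, the Wald test of DESeq2, a filter of a mean of 20 counts, no filter, every entry as listed, a single entry per mature sequence, fits of only the groups compared, the equal-variance test, a fold change above 2, and leaving out each table. Pseudocounts apply to RPM values alone and were not run. Fold changes of the named miRNAs were taken under the replicate block, the DESeq2 size factors and Wald test, the table total and the RPM scale. They were also taken with fits of only the groups compared, the ratio of the deposited RPM values and each table left out. They were not taken with the filter of a mean of 20 counts, every entry as listed or a single entry per sequence. Other alternatives were another sum for family abundance, banana-specific miRNAs with a star sequence only, and other thresholds for degradome targets. Those added after the data had been seen are the exact test on reads, the ratio of the deposited RPM values of the replicate 1 tables, and family totals with the identical values of a query counted once.

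The miRNAs named are those the results text names for a claim and, for cold and heat, the 3 largest rises and falls among miRNAs at an adjusted p below 0.05 with a mean of at least 20 counts and both stress tables on the same side of both control tables. Degradome targets were taken at an alignment score of at most 4 and a p-value below 0.05. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.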

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

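The tests on shared reads and on chance matches reported in this part were chosen after the degradome sites had been seen.

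The degradome output also holds sites of small RNA queries outside the known miRNAs that the paper lists. At the thresholds used for the targets there were 71 such sites, 58 of them on transcripts already listed for a known miRNA. The others lay on 9 transcripts outside the targets of known miRNAs that the paper lists, which were not compared with its phased loci in Table S6, and 3 of these had a site in category 0 with more than the 3 reads taken as the smallest detectable number. The query gma-miR2118a-3p_R+1 had 91 reads at position 530 of Achr1T08716, zma-miR396c_L-1R-2 had 60 reads at position 1631 of Achr11T01870, and gma-miR3522_L+2 had 23 reads at position 137 of Achr10T15020.

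If the reads came from related transcripts, few would map to the transcript alone, but 100% of the reads at each of the 3 sites did. A chance match between many queries and many transcripts is the other technical explanation. The p-values adjusted over the 542 distinct pairs of a query sequence and a site were 0.058, 0.064 and 0.058 in the same order, so a chance match may account for each site. Their CleaveLand p before adjustment was 0.00642, 0.0144 and 0.0114. The listed targets of mac-miR156m have a larger CleaveLand p, from 0.023 to 0.0462, so their adjusted values cannot be lower. The adjustment thus does not set these sites apart from listed targets. The library is a pool of all temperatures with no control library, and no biological explanation was tested.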

How the results depend on the processing

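No test in this part was chosen after its result had been seen, except the exact test on reads, the ratio of deposited RPM values and the family totals with the identical values of a query counted once. All other alternatives were set before the data were examined.

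With the replicate block, 47 miRNAs passed the thresholds of the Methods in cold and 54 in heat, against 50 and 55 without it. The 27 miRNAs passing in both comparisons became 23. The size factors of DESeq2, the table total, the RPM scale, every entry as listed, a single entry per sequence, no filter and fits of only the groups compared also left these 3 counts, and the 57, 57 and 64 miRNAs at the adjusted threshold in cold, in heat and between heat and cold, within 1.5 times.

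The counts moved further under the following settings, and the cause was not tested. With the Wald test of DESeq2, 15 miRNAs passed in cold, 18 in heat and 12 in both, and 17, 19 and 18 passed at the adjusted threshold in cold, in heat and between heat and cold. With a filter of a mean of at least 20 counts, 26 passed in cold and 35 in heat, and 32 in cold and 37 between heat and cold at the adjusted threshold, out of 52 miRNAs tested. With a fold change above 2, 29 passed in cold and 12 in both. With the equal-variance test of the Methods, 44 passed in both, and 106, 105 and 108 passed at the adjusted threshold in cold, in heat and between heat and cold. With the exact test on reads, 24 passed in cold and 16 in both, and 28 in cold and 38 between heat and cold at the adjusted threshold. Leaving out a table leaves a temperature with a single table, so no count was made there.

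The normalization moved all fold changes together. Relative to TMM, the median log2 fold change of 52 miRNAs shifted by -0.13 in cold and -0.10 in heat with the size factors of DESeq2, by 0.04 and 0.15 with the table total, and by -0.09 and -0.16 on the RPM scale. Fold changes of the 20 named miRNAs were taken with the replicate block, the table total, the RPM scale and fits of only the groups compared. They were also taken with the size factors and the Wald test of DESeq2. Of these 240 values, 215 stayed within the counting interval, 22 left it with the same direction and 3 changed direction. The filter, every entry as listed and a single entry per sequence were not checked in this way. Of 240 values with a table left out, 223 stayed within it, 16 left it with the same direction and 1 changed direction. Among the values taken, the direction changed only for mac-miR535e in heat, which had 0.10 in the edgeR fit. It was -0.0021 with the size factors and -0.0015 with the Wald test of DESeq2. It was -0.06 on the RPM scale and -0.09 as the ratio of the deposited RPM values. Across the fits that each left out a table it ranged from -0.0033 to 0.12. These values are all within the counting interval, so the depth does not show a direction for this miRNA.

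The miR535 family remained the most abundant under every alternative run, which did not include family totals with a single entry per mature sequence. With every entry as listed, its total was 2.2 times that of the next family, against 1.53 with entries counted once, and mac-miR535a and mac-miR535b, which have the same values, are then both summed. With the identical values of a query counted once, the ratio stayed at 1.53. The median abundance of banana-specific miRNAs stayed at 6.4 RPM with only those that have a star sequence, against 6.49 RPM. With each table left out in turn, the ratio of the family totals ranged from 1.53 to 1.54 and this median from 6.33 to 6.75 RPM. This too is little test, since the tables of a temperature are nearly the same. The number of degradome targets was 36 at p below 0.01 and 95 without a threshold on p, against 60, and 40 at a score of at most 3 and 54 in category 0.

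The depth limits the results for rare miRNAs. Of the 93 known and 56 banana-specific miRNAs, 31 and 45 had fewer than 10 reads per library on average.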

Differences from the paper's values

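The paper reports 22 miRNAs responding to cold, and 50 passed here in the edgeR fit. Of the alternatives set before the data were examined, the Wald test of DESeq2 with 15, the filter of a mean of at least 20 counts with 26, and the fold change above 2 with 29 came within 1.5 times of the paper's 22. The replicate block with 47, the size factors of DESeq2 with 50, the table total with 49, the RPM scale with 43, no filter with 50, every entry as listed with 58, a single entry per sequence with 45, fits of only the groups compared with 48, and the equal-variance test of the Methods with 69 did not. The exact test on reads, which was chosen after seeing the values, gave 24.

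The paper reports 4 banana-specific miRNAs responding to heat alone, and 9 did so here. None of the alternatives set before the data were examined closed the gap, with values of 0 for the Wald test of DESeq2, 1 for the filter of a mean of at least 20 counts, 16 for the equal-variance test, and 8 or 9 for the others. The exact test on reads, which was chosen after seeing the values, gave 3.

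For mac-miR528 in cold, the paper's log2 fold change in Table S4 is -1.57, and the value from the reads was -0.68. Of the alternatives set before the data were examined, none for which fold changes were taken closed the gap, with values from -0.81 to -0.59. The ratio of the deposited RPM values of the replicate 1 tables, which was chosen after seeing the values, was -1.57.

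For the other differing fold changes the paper's values in Table S4 are, for mac-miR168a, -0.27 in cold and 0.45 in heat, against -0.16 and 0.61 here, for mac-miR528 in heat 1.4, against 1.57, and for mac-miR535a/b, -0.41 in cold and -0.63 in heat, against -0.32 and -0.46. With the size factors of DESeq2, the Wald test of DESeq2 and the RPM scale, all 5 fell within the counting interval of the paper's values. On the RPM scale they were -0.26, 0.45, 1.41, -0.42 and -0.63 in the same order. With fits of only the groups compared, the values in cold, -0.25 for mac-miR168a and -0.40 for mac-miR535a/b, did so and the values in heat, 0.69, 1.65 and -0.38, did not. With the replicate block and with the table total, none of the 5 did. The ratio of the deposited RPM values of the replicate 1 tables, which was chosen after seeing the values, gave -0.26, 0.45, 1.40, -0.41 and -0.63. Over the miRNAs of Table S4 that were analysed here, this ratio came within 0.01 of the paper's value for 18 of 21 miRNAs in cold and 35 of 39 in heat.

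The paper states that more miRNAs fell than rose in heat. Here 27 fell and 28 rose in the edgeR fit, and 30 fell and 21 rose on the RPM scale. The paper lists mac-miR529a/b as lowered by heat, whereas its log2 fold change was 0.01 (95% counting interval -0.16 to 0.18) after TMM and -0.15 on the RPM scale, so its direction depends on the normalization. The paper lists mac-miR396a/b as responding to heat, and its value of -0.30 did not pass in the edgeR fit or in the exact test on reads. Both of these used TMM library sizes, and on the RPM scale, which neither used, the value was -0.45. PC-3p-149412_8, which the paper lists for cold alone, also passed in heat in the edgeR fit, with 2.26, but passed in neither comparison of the exact test on reads.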

Other observations

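The tests in this part were chosen after the results had been seen, except the test restricted to miRNAs with at least 10 reads.

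The 2 replicate tables of each temperature differed by less than sampling noise. A candidate explanation is that they are not separate libraries. The chi-squares of 18.8 in the control, 14.4 in cold and 74.2 in heat lay below every value from 10000 simulated pairs of independent samplings. They are the pattern itself and give no separate support for this explanation. The denominator of the RPM was the same in both tables of cold (1124595 reads) and of heat (909348 reads). In the control it was 1415414 and 1415307 reads. The equal values go with this explanation, which was not tested further. Too few reads per miRNA cannot account for the control and cold, since the chi-square over miRNAs with at least 10 reads was 13.3 over 95 miRNAs and 9.46 over 85. In heat it was 62.7 over 81 miRNAs, and 612 of the 10000 simulated pairs were as low, but without mac-miR535f it was 9.76 over 80 miRNAs, below every simulated value, so too few reads do not account for the heat tables either. Another explanation tested was that the first table is the mean of both libraries and the second is a library itself. After the other library was rebuilt under this assumption, leaving out mac-miR528 and mac-miR535f, the chi-squares were 53.5 over 134 miRNAs in the control, 44.2 over 133 in cold and 52.2 over 134 in heat, still below every simulated value (lowest 84.9, 83.6 and 79.1), so averaging alone does not account for the whole pattern. The first tables do carry signs of averaging, since for 45 of 129 miRNAs in the control, 45 of 131 in cold and 56 of 134 in heat, the most abundant ones left aside, their RPM corresponds to 0.5 reads fewer than the count, as if a mean of 2 counts had been rounded up. In the second control table, 5 miRNAs have an RPM that corresponds to 0.5 reads more than the count, which goes against its being a single library, so the rebuilt-library test rests on an assumption that does not hold for every entry. In counts replicate 2 was higher for 0 miRNAs, whereas in RPM it was higher for 14 in the control, 13 in cold and 14 in heat, and replicate 1 for 72, 77 and 88. Rounding up thus hides some lower values of replicate 1 but does not account for its being higher in most miRNAs that differ. For every entry of a known miRNA whose 2 tables differ, 88 in the control, 83 in cold and the remaining ones in heat, the paper's normalized average in Table S2 equals the first table, and it equals the mean of both tables for only 1, 3 and 0 of them; the banana-specific miRNAs of Table S3 were not compared. A difference between fruit could only add to the sampling noise. The chi-squares of 18.8, 14.4 and 74.2 lay below the lowest simulated values of 83.8, 84.4 and 87.5 in the control, cold and heat. These values argue against a difference between fruit as the cause of the pattern. No other test of it was made, because the design gives no condition that separates the tables of a temperature.

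In heat mac-miR535f had 64 reads in replicate 1 and 4 in replicate 2. If this were a difference between separate libraries, other miRNAs would differ too, but without mac-miR535f the chi-square was 21.3 over 135 miRNAs, below every simulated value. The source of these counts may be an error in an entry, which was not tested further.

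For mac-miR528 in cold the deposited RPM per read was 0.507, whereas the scale of the cold tables is 0.889. It was the only miRNA with at least 50 reads that departed from the scale of its table by more than 10 percent, in either cold table. This is consistent with a normalized value of that entry made on another scale than its table, and the fall of this miRNA in cold from its reads is smaller than from its RPM. No biological explanation was tested.

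PC-3p-19602_222 rose in heat and equals the star sequence of mac-miR164b, whose mature strand also rose. If the star strand only followed the mature strand, its share of the reads of both strands would not change. The share was 2.6% in the control (95% Wilson interval 1.01 to 6.49), 5.97% in cold (2.35 to 14.4) and 7.33% in heat (5.51 to 9.70), and Fisher's exact test of control against heat gave a two-sided p = 0.04, which compares those libraries and not the conditions. The rise of the mature strand alone therefore may not account for the whole rise of the star strand. The mature sequence is shared with mac-miR164a, so the reads of the mac-miR164b hairpin cannot be separated, and the other technical explanations were not tested.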
